# Trauma-induced regulation of VHP-1 modulates the cellular response to mechanical stress

**DOI:** 10.1038/s41467-021-21611-8

**Published:** 2021-03-05

**Authors:** Nathan Egge, Sonja L. B. Arneaud, Rene Solano Fonseca, Kielen R. Zuurbier, Jacob McClendon, Peter M. Douglas

**Keywords:** Cell biology, Genetics, Molecular biology

## Abstract

Mechanical stimuli initiate adaptive signal transduction pathways, yet exceeding the cellular capacity to withstand physical stress results in death. The molecular mechanisms underlying trauma-induced degeneration remain unclear. In the nematode *C. elegans*, we have developed a method to study cellular degeneration in response to mechanical stress caused by blunt force trauma. Herein, we report that physical injury activates the c-Jun kinase, KGB-1, which modulates response elements through the AP-1 transcriptional complex. Among these, we have identified a dual-specificity MAPK phosphatase, VHP-1, as a stress-inducible modulator of neurodegeneration. VHP-1 regulates the transcriptional response to mechanical stress and is itself attenuated by KGB-1-mediated inactivation of a deubiquitinase, MATH-33, and proteasomal degradation. Together, we describe an uncharacterized stress response pathway in *C. elegans* and identify transcriptional and post-translational components comprising a feedback loop on Jun kinase and phosphatase activity.

## Abstract (web summary)

The nervous system utilizes adaptive strategies to mitigate trauma-induced neurodegeneration. Here, the authors report that a MAPK phosphatase VHP-1 is induced by trauma and regulates transcriptional responses to mechanical stress in a *C. elegans* model.

## Introduction

Organisms are constantly at odds with harsh environmental or physiological stimuli. Cells must be able to sense and mount a response to these stimuli in order to adapt and maintain homeostasis. Mechanical forces impose tensile, compressive, or shear strain on cells and tissues that can alter the shape, size, organelle arrangement, and/or chromatin structure^1,2^. Mechanotransduction, or the conversion of mechanical forces into chemical and electrical signals, enables cellular responsiveness to physical stimuli. These include activation of several classes of protein kinases, small G-proteins, phospholipases, and direct signaling to the nucleus through the nesprin/SUN1 complex^3^. Dependent on cellular physiology and the magnitude of force, stimuli can promote proliferation, differentiation, or beneficial protein translation, as in the case for chondrocytes and select tumor cells^4,5^. Conversely, harsh stimuli can promote cell death or chronic dysfunction, as observed upon hypertension, tissue laceration, or blunt force trauma to the brain, kidney, liver, or muscle^6–10^.

While primary mechanisms for direct mechanosensation have been described in every domain of life^11^, less clear are the downstream molecular events utilized by cells to respond to harsh mechanical stimuli and abrogate long-term deleterious effects^12^. To date, perhaps the best understood molecular response to mechanical stressors has been described in the heart. Cardiomyocytes experience increased mechanical load due to hypertension or inherent genetic defects^13^. Excessive load may lead to apoptosis or cardiac tissue dysfunction and subsequent pathological hypertrophy. At the molecular level, activation of integrins^14,15^, G protein-coupled receptors^16^, and mechanosensitive cation channels^17^ represent major mechanisms of mechanosensation. These signaling events operate through several downstream pathways including calcium influx^18^, protein kinase C (PKC)^19^, mitogen-activated protein kinases (MAPKs), the Janus kinase/signal transducer and activator of transcription pathway (JAK/STAT)^20^, focal adhesion kinase (FAK)^21^, and several small GTPases including Ras, RhoA, and Rac1^22,23^. Recent investigations into regenerative mechanisms following nerve transection or tissue laceration have likewise highlighted several downstream signaling factors. These model systems of harsh stimuli involve immediate intercellular dissociation and plasma membrane rupture. Similar to cardiomyocytes, roles for the JAK/STAT^24^ and MAPK pathways^25–29^ have been implicated in these models.

Distinct from chronic mechanical loading or direct tissue laceration, blunt force trauma involves the transient application of intense force that causes membrane deformation, organelle rearrangement, and disrupted intercellular interactions without necessarily compromising cellular or tissue integrity. The mechanical stress resulting from blunt force trauma can initiate progressive cellular degeneration and death, as observed in traumatic brain injury, blunt chest trauma, and trauma-induced rhabdomyolysis^7,30,31^. However, molecular events detailing the process from mechanical stress to the ensuing pathology are poorly understood, in part due to the lack of available model systems that are amenable to high-throughput study.

In this work, we examine the nematode *C. elegans* to understand how post-mitotic cells within an intact organism respond to mechanical stress caused by blunt force trauma. In particular, we develop and characterize a method to administer blunt force injury to large, synchronous populations of adult worms. With this trauma model, we define a distinct mechanical stress response and discover response elements critical for cell survival through candidate-based RNAi screening. From these studies, we identify the MAPK phosphatase, VHP-1, as a vital response element that negatively regulates its upstream Jun kinase, KGB-1, and itself is negatively regulated by stress-inactivation of a deubiquitinase, MATH-33. We propose that the regulation of VHP-1 represents a negative feedback loop by which transcriptional and post-translational mechanisms coordinate induction and attenuation of stress response signaling.

## Results

### Blunt force trauma elicits neuronal defects in *C. elegans*

We have developed a multi-impact model of blunt force trauma in *C. elegans* utilizing high frequency, multidirectional agitation, which simultaneously delivers a rapid acceleration/deceleration injury to a large population of age-synchronized animals (Fig. 1a). Adjusting the magnitude of the mechanical injuries resulted in dose-dependent animal paralysis (Fig. 1b,c). By adjusting agitation frequency, we have designated three levels of injury, namely mild, moderate, and severe. Agitation frequencies associated with mild injury failed to induce animal paralysis, whereas moderate injury at 8600 rpm induced a non-lethal state of temporary paralysis in 82% of the population (Fig. 1c). Severe injury at 10,000 rpm resulted in prolonged and, in some cases, irreversible paralysis or even death in 49% of the population (Supplementary Fig. 1a). To determine if the paralytic injury was associated with direct transection of neuronal processes or lysis of cell bodies, we examined worms expressing GFP in GABAergic neurons as performed in nerve transection studies^32,33^. Confocal microscopy revealed few irregularities in neuronal commissures throughout the body immediately after injury (Fig. 1d, Supplementary Fig. 1b). Likewise, injured worms did not display dye-filling defects when stained with the lipophilic neuron-labeling dye, DiI (Supplementary Fig. 1c, d), indicating that neuronal processes in the nose tip were not immediately compromised by trauma^34^. Worms expressing LifeAct::mRuby in their body-wall muscles^35^, which specifically labels the sarcomeric actin filaments, revealed that muscular architecture remained unperturbed in the majority (77%) of worms imaged by confocal microscopy (Supplementary Fig. 1e–g). In addition, transmission electron microscopy (TEM) of injured worms revealed normal sarcomeric structures in muscle cells (Supplementary Fig. 1h).

**Fig. 1:**
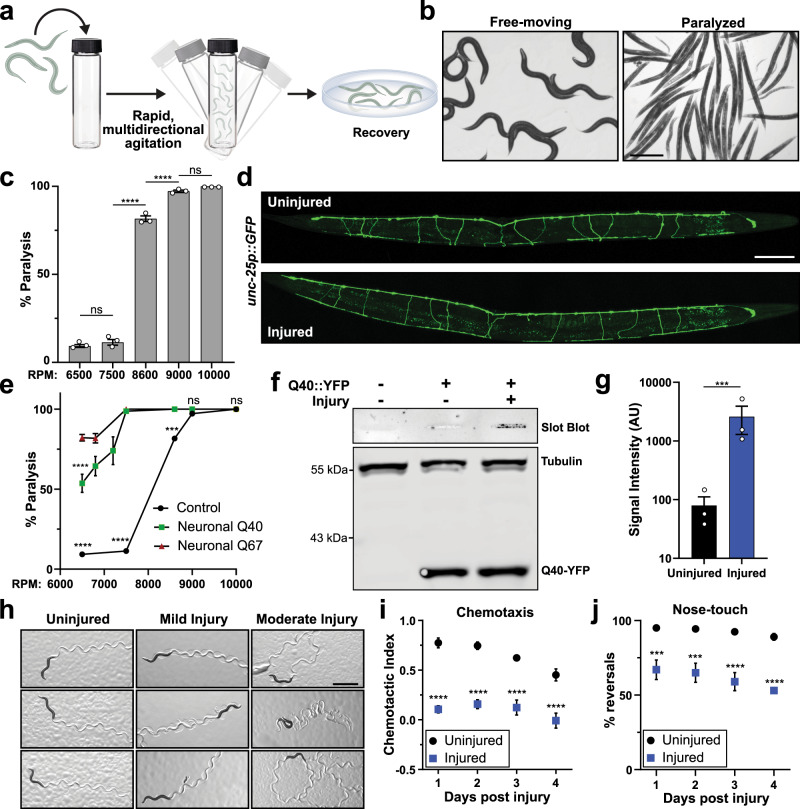
Blunt force trauma induces neuronal dysfunction in *C. elegans*. **a** Diagram depicting method of delivering blunt trauma to worms. **b** Micrographs of worms exhibiting movement with normal body bend (left) versus post injury paralysis (right). Reference Fig. 1c. Scale = 400 µm. **c** Percent of animals entering paralytic state immediately post injury is dependent on agitation frequency. Mean ± SEM, ns (not significant) *p* = 0.7044 and 0.4494, ****p < 0.0001 by two-way ANOVA with Tukey multiple comparison test. *n* = 3 independent trials. **d** Fluorescence maximum projections of Z-stacks taken by confocal microscopy of worms expressing GFP in GABAergic neurons. Worms imaged either uninjured or 1 h post injury. Reference Supplementary Fig. 1b. Scale = 100 µm. **e** Paralytic response to injury in either a control worm strain (from Fig. 1c, black circles), or worms expressing polyglutamine expansions Q40::YFP (soluble, green squares) or Q67::YFP (insoluble, red triangles) in neurons. Mean ± SEM, ****p < 0.0001, ***p = 0.0001 by two-way ANOVA with Tukey test, *n* = 3 independent trials. **f** Filter trap analysis of SDS-resistant aggregates on cellulose acetate membranes from neuronally expressed Q40::YFP worms either uninjured or 48 h post injury. Western blots for the respective proteins resolved by SDS-PAGE in the bottom panel. **g** Quantification of filter trap. Shown are log-transformed values of slot blot band intensity with black and blue denoting uninjured and injured worms, respectively (corrected for loading by YFP signal). Mean ± SEM, **p = 0.0008 by two-sided ratio-paired *t*-test, *n* = 3 biological replicates. **h** Micrographs of worm tracts on *E. coli* lawn to assess movement 48 h after receiving no injury, non-paralytic mild injury (7500 rpm), or paralytic moderate injury (8600 rpm). Scale = 1 mm. **i** Chemotaxis of uninjured (black circles) or injured worms (blue squares) with butanol 24–96 h post injury. Chemotactic index of 1.0 indicates 100% preference for butanol and 0.0 indicates no preference. Mean ± SEM, ****p < 0.0001 and uninjured Day 1 vs Day 4 ***p = 0.0005 by two-way ANOVA with Tukey test, *n* = 6 independent trials for day 1, 2, 4 and *n* = 3 independent trials for day 3. **j** Gentle nose touch assay of uninjured (black circles) or injured worms (blue squares), in which a stop and reversal of worm movement indicated a positive response. Mean ± SEM, ***p = 0.0006 and 0.0004, ****p < 0.0001 when compared to uninjured by two-way ANOVA with Tukey test, *n* = 200 animals per condition over three independent trials.

We were interested if the observed paralytic phenotype upon injury was in part due to immediate neuronal dysfunction in the absence of neuronal lysis. To this end, we hypothesized that disrupting normal neurological activity through impairment of protein homeostasis would hypersensitize worms to trauma-induced paralysis. Ectopic expression of unstable, disease-linked proteins disrupts protein homeostasis and promotes neuronal dysfunction^36^. Previously shown to impair cellular function^37^, the pan-neuronal expression of either a soluble (Q40) or insoluble (Q67) YFP-tagged poly-glutamine expansion protein was sufficient to sensitize worms to paralysis (Fig. 1e). Furthermore, trauma initiated SDS-resistant aggregation of the normally soluble Q40::YFP in neurons (Fig. 1f, g). These data suggest a reciprocal relationship between neuronal proteostasis and mechanical stress.

The majority of paralyzed worms recovered movement within 2–8 h of moderate injury providing further support that trauma did not elicit gross morphologic damage. Within 48 h of injury, 90% of injured worms were mobile (Supplementary Fig. 1i). Despite recovery from paralysis, both mild and moderate trauma generated abnormal movement phenotypes (Fig. 1h, Supplementary Fig. 1i). Locomotion in non-injured *C. elegans* primarily consisted of a regular sinusoidal pattern of set amplitude in 74% of worms, as observed by the typical *C. elegans* locomotion pattern on a bacterial lawn (Fig. 1h, Supplementary Fig. 1i). Sub-paralytic mild trauma resulted in 47% of worms exhibiting abnormal movement, which predominately fell into two phenotypes: increased sinusoidal amplitude and increased path curvature (Supplementary Fig. 1i). Paralytic moderate injury further exacerbated movement defects in 86% of worms, which were classified into one of five main categories: increased sinusoidal amplitude (19% of worms), decreased sinusoidal amplitude (16%), increased curvature (23%), erratic movement (12%), and no movement (10%). The remainder of the current study focuses on moderate injury conditions.

The frequency of abnormal movement post trauma eclipsed the proportion of worms exhibiting gross muscular or neurological signs of damage. We hypothesized that neurological dysfunction, rather than gross tissue disruption, contributed to the observed phenotypes. To determine if locomotion defects coincided with the development of other neurologic deficiencies, we assessed how trauma affected both chemo- and mechano-sensation. Injured worms displayed impaired chemotaxis, showing significantly decreased preference for chemoattractants post injury (Fig. 1i), indicating defects in the AWA, AWB, and/or AWC chemosensory neurons or the post-synaptic AIB, AIY, and AIZ interneurons^38^. Furthermore, injured animals exhibited an age-dependent decline in gentle nose-touch mechanosensation (Fig. 1j), indicating defective signaling through the ASH, FLP, OLQ, or IL1 neurons^38^. Collectively, the progressive coordination and sensory defects may not stem from immediate disruption of neuronal integrity, as in axotomy models, or in immediate gross muscular damage. Instead, these data suggest mechanical trauma results in non-lytic, axon-sparing neuronal injury that prompts immediate and long-term neuronal sensory, motor, and proteostatic dysfunction.

### Mechanical trauma induces a distinct transcriptional stress response

To examine the cellular response occurring in *C. elegans* immediately after blunt force injury, we performed genome-wide transcriptional analysis via microarray on animals injured at day 1 or day 4 of adulthood. Compared to age-matched non-injured animals, we identified 437 genes upregulated and 113 genes downregulated by mechanical stress (Fig. 2a). Upregulated transcripts fell into several protein classes, including hydrolases (34 genes), ion-binding proteins (73 genes), oxidoreductases (17 genes), phosphotransferases (19 genes), transcription factors (19 genes), transmembrane signaling receptors (22 genes), and transmembrane transporters (23 genes) (Supplementary Data 1). As reported for other stress response pathways^39–41^, transcriptional activation of this mechanical stress response was blunted in older animals compared to age-matched, non-injured controls (Fig. 2a, b). Transcripts significantly activated or repressed by trauma clustered into six groups based on their age-dependent regulation. Of note, only 159 of 437 genes were upregulated >2-fold in both day 1 and day 4 animals (Supplementary Fig. 2a–c) and the majority of these genes were induced to a lesser extent in day 4 worms. Transcripts downregulated by stress followed similar trends (Supplementary Fig. 2d–f). Coinciding with blunted transcriptional activity with age, worms exhibited a shorter lifespan when injured later in adulthood compared to early adulthood (Fig. 2c, Supplementary Table 1).

**Fig. 2:**
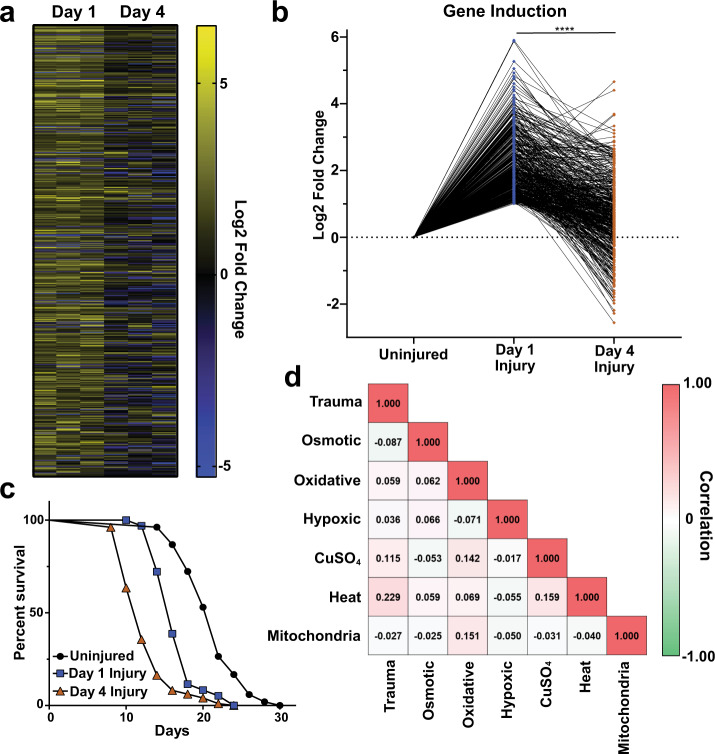
Mechanical stress activates a distinct age-dependent transcriptional response. **a** Genome-wide transcriptional analysis of worms subjected to trauma at Day 1 or 4 of adulthood. Log_2_ fold-change reported versus age-matched controls. Heat map displays 502 genes significantly regulated one hour after trauma in Day 1 adult worms (fold-change >2, *p* < 0.05, multiple two-sided *t*-tests), *n* = 3 biological replicates. Scale, yellow and blue intensity correspond to log_2_ fold change in transcriptional activation and repression, respectively. **b** Log_2_ fold-change trend of stress-activated transcripts at Day 1 (blue) and Day 4 (brown) of adulthood. Each gene was normalized to age-matched controls (Uninjured). ****p < 0.0001, two-sided *t*-test. **c** Worm lifespan comparing no injury (black circles) to moderate, paralytic injury at Day 1 (blue squares) or Day 4 (brown triangles) of adulthood. See Supplementary Table 1. **d** Cross-correlation matrix comparing induction of genes by mechanical stress to induction of those genes by other published stressors in *C. elegans*. The correlation coefficient for each condition is denoted in the corresponding box. Scale, red and green intensity correspond to positive and negative correlation, respectively.

To investigate this uncharacterized transcriptional response, we utilized gene ontology enrichment analysis. Significantly overrepresented gene-ontology (GO) terms included biological processes related to stress response, immune function, cell killing, and neuropeptide signaling (Supplementary Fig. 2g). The only significantly enriched molecular functions related to metal ion binding (Supplementary Fig. 2h). Enriched cellular components included membrane components, extracellular proteins, and the intraciliary transport particle B, which is important for the maintenance of *C. elegans* neuronal sensory cilia (Supplementary Fig. 2i)^42^. Furthermore, phenotype enrichment analysis identified several gene-related phenotypes (Supplementary Fig. 2j) primarily related to stress conditions. Taken together, enrichment analysis revealed that mechanical stress caused by blunt force injury activates a multifactorial set of genes including many known stress-responsive genes associated with oxidative stress, heavy metal stress, and immune activation.

Organisms are constantly challenged in an ever-changing environment. Highly specialized adaptive responses to these challenging conditions both maintain viability during that particular stress and facilitate recovery. Thus, organisms possess a multitude of transcriptional responses tailored to different stress conditions^43^. To determine if blunt force trauma activates a distinct stress response, we compared the transcriptional profile of injured worms to other known stress responses in *C. elegans*. Cross-correlation analysis revealed that no reported stress response in *C. elegans* alone accounts for the transcriptional activity elicited by mechanical stress (Fig. 2d). Of the analyzed stresses, heat shock and copper sulfate stress were the most similar, agreeing with GO term analysis that identified heavy metal response variants, ion-binding proteins, and innate immune responders, but were still poorly correlated with mechanical stress (*r* = 0.23 and 0.12 respectively). Thus, the transcriptional regulation occurring immediately after trauma represents a distinct and reproducible gene set that exhibits age-dependent activation.

### Screening of stress-responsive genes identifies several MAPK signaling factors as modulators of trauma-induced dopaminergic degeneration

When confronted with blunt force injury, the aging analysis indicated that inefficient activation of this mechanical stress response may have deleterious consequences on organismal health. Whether this set of stress-responsive genes affected cellular health following trauma was unclear. To this end, we established a targeted screening method to determine whether genetic knockdown of mechanically responsive transcripts could affect cell viability. Based on our neurological dysfunction analysis, we hypothesized that blunt force trauma induces neuronal degeneration and/or death in *C. elegans*. As an established model for neurodegeneration in *C. elegans*, transgenic expression of GFP exclusively within dopaminergic neurons, *dat-1p::GFP*, enables analysis of neuronal death through GFP fluorescence retention^44^. Compared to non-injured controls, dopaminergic neurons from injured worms displayed phenotypes characteristic of neurodegeneration and death at 48 h post-injury, as evidenced by dendritic GFP beading and/or the loss of GFP retention in processes and the soma (Fig. 3a, b). However, only 12% of worms displayed morphologic defects in dopaminergic neurons within one hour of injury, reaffirming that blunt force trauma differs from nerve transection models (Fig. 3a, b).

**Fig. 3:**
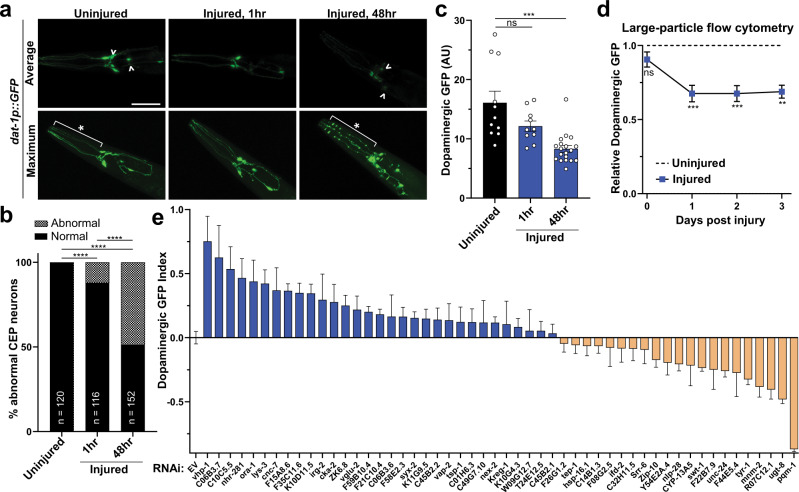
Reverse genetic screening of stress-responsive genes reveals several modulators of neurodegeneration. **a** Confocal fluorescence micrographs of transgenic worms (PMD13) expressing GFP in dopaminergic neurons (*dat-1p::GFP*). Images depict uninjured worms and 1 or 48 h post injury. Upper panels, average-intensity projections of z-stacks show relative brightness. ^ differences in neuronal GFP retention. Lower panels, maximum-intensity projections of Z-stacks show neuron morphology. *Neuronal beading after trauma. Reference Fig. 3b, c. Scale = 50 µm. **b** Quantification of CEP neuronal damage without injury and 1 or 48 h post injury. Neurons with visual beading, dendritic loss, or cell-body loss were scored as abnormal (checkered pattern). ****p < 0.0001 by chi-squared test. *n*-value represents number of worms examined. **c** Quantification of fluorescence intensity from average projections of CEP neuron z-stacks, uninjured (black) and 1 and 48 h post injury (blue). Mean + SEM, ns (not significant), and ***p = 0.0003 by one-way ANOVA with Dunnett test. *n* denotes animals from three independent trials, *n* = 11 (Uninjured), *n* = 10 (1 h injury), *n* = 19 (48 h injury). **d** Large-particle flow-cytometry of worms, expressing GFP in dopaminergic neurons, subject to no injury (---) or paralytic 8600 rpm injury (blue square). Fluorescence intensity for each time-point normalized to the uninjured fluorescence intensity of age-matched controls. Mean ± 95% CI. Left to right, ***p = 0.0008 and 0.0007, **p = 0.0030. Mixed-effects analysis with Bonferonni’s multiple comparisons test. See Supplementary Data 5 for additional statistics. **e** Large-particle flow cytometry screening results of dopaminergic neuronal health following RNAi treatment and two days post trauma. *X*-axis, RNAi gene target or empty vector control (EV). *Y*-axis, Dopaminergic GFP index indicates relative loss of *dat-1p::GFP* signal of injured worms from each RNAi condition compared to injured worms grown on EV bacteria. Mean ± 95% CI. Positive values (blue) indicate reduced loss of fluorescence when compared to age- and RNAi-matched uninjured controls. A value of one indicates no change of fluorescence compared to uninjured controls. Negative values (tan) represent increased loss of fluorescence. See Supplementary Data 5 for statistics.

To adapt this model of trauma-induced dopaminergic neurodegeneration as a screening tool, we sought to increase throughput by analyzing the dopaminergic GFP signal by large-particle flow cytometry. This enables near-simultaneous detection and selection of thousands of living, intact animals. By confocal microscopy, we observed that worms displayed a loss of dopaminergic GFP intensity by 48 h post injury (Fig. 3a, c). Furthermore, loss of GFP signal was significantly correlated with the proportion of abnormal or damaged dopaminergic CEP neurons (*r* = 0.71, Supplementary Fig. 3a). Consistent with microscopy, time-course analysis of injured animals by large-particle flow cytometry showed a significant loss of GFP fluorescence beginning 24 h post injury, which persisted through the 72 h post injury period (Fig. 3d). Injured animals isolated from the bottom 10th percentile of dopaminergic GFP intensity by flow cytometry displayed predominately missing or grossly abnormal neurons (Supplementary Fig. 3b). Conversely, injured animals from the top 10th percentile of dopaminergic GFP intensity contained healthy dopaminergic neurons upon visual inspection by fluorescence microscopy (Supplementary Fig. 3b). To further validate flow cytometry analysis of dopaminergic neurodegeneration, worms treated with the dopaminergic neurotoxin MnCl_2_^45^ likewise exhibited reduced fluorescence signal (Supplementary Fig. 3c). Therefore, dopaminergic GFP signal intensity by large-particle flow cytometry correlated with the overall health of the dopaminergic neurons.

Utilizing these transgenic animals expressing GFP in dopaminergic neurons coupled with our model of blunt force trauma and automated large-particle flow cytometry, we performed a targeted genetic screen. With 480 differentially upregulated transcripts after trauma, potential gene targets were filtered using the following criteria at the time of the screen: (1) possession of human sequence similarity by BLAST or homology annotated on WormBase, (2) a minimal transcript abundance cutoff, and (3) expression in the nervous system. From this analysis, 89 genes fulfilled our established criteria, of which 51 possessed valid clones in the *C. elegans* RNAi library (Supplementary Data 2–4).

Following genetic knockdown by RNAi during development, worms received a moderate injury at day 1 of adulthood and were subsequently scored for dopaminergic neurodegeneration by flow cytometry 48 h post trauma. Neurodegeneration was scored as a loss of GFP signal (indicative of fluorescence retention in the neuron) compared to age- and RNAi-matched uninjured controls, and normalized to the loss of GFP signal observed in injured animals grown on control vector (EV) RNAi in each independent experiment. This value was termed the “dopaminergic GFP index”. From this screen, we identified significant neuroprotection by individual knockdown of 15 stress-activated genes. Conversely, knockdown of seven other genes significantly increased neurodegeneration (Fig. 3e, Supplementary Data 5).

Several of these genes have noted effects in other models of neurodegeneration and cell stress. Knockdown of the stress-inducible HSP70 molecular chaperone, F44E5.4, exacerbated neurodegeneration after blunt force injury, consistent with rodent studies where HSP70 levels directly correlated with neuroprotection after controlled cortical impact (CCI) brain injury^46^. Interestingly, trauma did not alter the expression of the well-characterized heat-activated small heat shock protein, HSP-16.2^47^, suggesting a distinct role for this particular HSP70 in mechanical stress. Moreover, UDP glucuronosyltransferase (*ugt-8*) has been noted to be transcriptionally activated in models of brain and liver injury^48,49^ and may act as a protective response against toxic metabolites. Inhibition of the C10C5.5 mouse homolog, aminoacylase, protected cortical neurons against neurotoxic compounds^50^. Lastly, expression of dopachrome tautomerase (*tyr-1*) was found to be cytoprotective against dopamine and hydroquinone toxicity^51^. Furthermore, unique homologs/analogs of *C. elegans* genes meeting our screening criteria were overrepresented (4.5-fold, *p* = 0.0002) in upregulated genes (8/23 annotated in both sets) from microarray analysis of mouse traumatic brain injury via CCI (Supplementary Fig. 3d, Supplementary Data 6).

Consistent with MAPK activation after head trauma in rodents^52,53^, MAPK-associated components represented the largest group of screening candidates, comprising 14% of the screened genes. These genes include *irg-2*, *cyp-13A5*, *zip-5*, *zip-10*, and *vhp-1*^54–57^ in addition to targets of the KGB-1 Jun kinase, *lys-3* and *kreg-1*^58^. Axotomy models have established the role of MAPK components and the MAPK phosphatase, *vhp-1*, in the regeneration of GABAergic neurons^28,29^.

### VHP-1 is a stress-inducible phosphatase that regulates mechanical stress-activated transcription and neurodegeneration

RNAi targeting of the dual-specificity MAPK phosphatase, *vhp-*1, proved the most neuroprotective in our screen (Fig. 3e). Transcript analysis through qPCR confirmed a 2.6-fold increase in *vhp-1* transcript abundance one hour after injury (Fig. 4a). Western blot analysis of a VHP-1*::*GFP transgene^59^ confirmed that VHP-1 protein levels were elevated within an hour of trauma and continued to rise at four hours (Fig. 4b, c). Within the head of the animal, levels of VHP-1::GFP are elevated 4 h after trauma (Fig. 4d, e). Likewise, multiple models of mammalian head trauma implicate regulation of the mammalian VHP-1 homolog, DUSP16. From previous mouse brain injury datasets^60^, we found that *Dusp16* was transcriptionally upregulated within four hours post injury (Fig. 4f). Furthermore, DUSP16 protein was elevated in total brain tissue two hours post trauma in our mouse model of closed-head concussive injury (Fig. 4g), suggesting shared transcriptional and translational control in mice or worms subjected to blunt trauma. 

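RNA was sequenced from day 1 adult worms of the strain PMD60, grown at 25 °C, which carries the *rrf-3(b26)* allele, *dat-1p::GFP* in dopaminergic neurons and a *sid-1* transgene that lets neurons take up double-stranded RNA. The worms had been fed empty vector (EV) or *vhp-1* RNAi bacteria and were either left uninjured or collected 1 h after blunt force trauma. There were 3 biological replicates each of EV uninjured and EV injured worms, and 2 each of *vhp-1* RNAi uninjured and *vhp-1* RNAi injured worms. The methods name 3 replicates for every group, while the legend of Fig. 4h gives n = 3 for EV and n = 2 for *vhp-1* RNAi, the numbers analysed here. The *vhp-1* transcript (chromosome II, 5323007 to 5340818 of WBcel235) had 43.9 ± 3.55 CPM (counts scaled to the library's normalized total; SD, n = 3) in EV uninjured worms and 92.8 ± 47.5 (SD, n = 3) in EV injured worms. It had 23.6 and 9.92 CPM in the *vhp-1* RNAi uninjured libraries, and 57.8 and 38.9 in the *vhp-1* RNAi injured libraries. Its log2 fold change upon *vhp-1* RNAi in uninjured worms was -1.39 (standard error 0.42, adjusted p = 0.0380), and reads from the RNAi construct may count toward the gene. The adjusted p rose to 0.242 without *vhp-1* RNAi uninjured replicate 3 (log2 fold change -0.87), and to 0.0534, 0.0966, 0.0680 and 0.0553 without EV uninjured replicates 1, 2 and 3 and EV injured replicate 2. Without *vhp-1* RNAi uninjured replicate 2 the log2 fold change was -2.15. After trauma in EV worms it was 1.08 (standard error 0.36, adjusted p = 0.0614), and it was called without EV injured replicate 3 (1.34, adjusted p = 0.0215) and without *vhp-1* RNAi uninjured replicate 2 or 3 (adjusted p = 0.0325 and 0.0343).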

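The libraries were paired-end, 150 bp and made from oligo(dT)-selected RNA. The authors analysed expression in CLC software (version 9.5), and their deposited table gives whole-number counts, RPKM and TPM for 46739 genes. The strand setting is not given in the sources used here. Total counts were 22231640 to 24499324 in EV uninjured worms (median 24454279) and 24072388 to 27530069 in EV injured worms (median 26643861). They were 26242037 and 32626742 in *vhp-1* RNAi uninjured worms and 23276115 and 31021065 in *vhp-1* RNAi injured worms. The counts were normalized by TMM, and the 14900 genes kept by edgeR's filterByExpr were tested with its quasi-likelihood test, with all 10 libraries in 1 fit. A gene was called at an adjusted p of at most 0.05 and a fold change of at least 2, the thresholds of the paper. In data simulated from these counts, the trauma comparison in EV worms recovered 31.3% of 2-fold changes, 95.5% of 4-fold changes and 100% of 8-fold changes, and the *vhp-1* RNAi comparison recovered 28.4%, 95.5% and 100%. Baggerly's test, which the paper used, was written again from its description. With a t reference it recovered 2.99% of simulated 4-fold changes after trauma and called 23 genes higher. With a normal reference it recovered 92.5% and called 1122 genes higher. In the simulated trauma comparison it also called 45 genes that had not been changed, against 12 with edgeR. The same 3 EV uninjured libraries are the reference for trauma and for *vhp-1* RNAi in uninjured worms. Library content also varied with transcript length. Relative to the EV uninjured mean, log2 CPM per doubling of length changed by -0.16, -0.000073 and 0.16 in the EV uninjured libraries and by -0.062, -0.26 and -0.46 in the EV injured libraries. It changed by -0.29 and -0.32 in the *vhp-1* RNAi uninjured libraries and by -0.23 and -0.32 in the *vhp-1* RNAi injured libraries.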

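The bZIP transcription factor gene *zip-10* rose 1 h after trauma in EV worms, from 6.30 ± 1.01 to 57.5 ± 17.7 CPM (SD, n = 3 each), and was also higher in uninjured *vhp-1* RNAi worms, at 33.9 ± 2.19 CPM (SD, n = 2). These are log2 fold changes of 3.19 after trauma (standard error 0.24, adjusted p = 3.6e-06) and 2.43 upon *vhp-1* RNAi (standard error 0.25, adjusted p = 6.9e-05). On the same log2 scale, another bZIP gene, *zip-5*, rose by 1.62 after trauma and 2.34 upon *vhp-1* RNAi (standard errors 0.27 and 0.29). The infection response gene *irg-2* rose by 4.22 after trauma and 2.03 upon *vhp-1* RNAi (standard errors 0.24 and 0.24), and the lysozyme gene *lys-3* rose by 4.62 after trauma and 2.13 upon *vhp-1* RNAi (standard errors 0.33 and 0.32). The cytochrome P450 gene *cyp-13A5* rose by 4.39 after trauma and 2.49 upon *vhp-1* RNAi (standard errors 0.26 and 0.26), and the zinc finger transcription factor gene *pqm-1* by 1.86 after trauma and 1.38 upon *vhp-1* RNAi (standard errors 0.16 and 0.17). Among the 10 genes with the largest rise in both comparisons were *fipr-22*, of a family of fungus-induced proteins whose similar copies can share reads, at 6.17 and 4.85 log2, and *nlp-30*, an antimicrobial peptide of the epidermis, at 6.04 and 4.01. *B0205.13* also rose, by 3.47 and 6.17. Trauma raised 1044 genes in EV worms, and *vhp-1* RNAi in uninjured worms raised 1639. The genes raised by both numbered 488, which is 46.7% of the trauma-induced genes (43.7 to 49.8%, 95% exact binomial interval). The interval takes genes as independent and leaves out the spread between libraries. The share was 54.3% without EV uninjured replicate 1 and 42.2% without EV uninjured replicate 3. A further 556 genes were called higher after trauma but not higher upon *vhp-1* RNAi, and 1151 higher upon *vhp-1* RNAi but not higher after trauma. Independent lists of these sizes would share 115 of the 14900 genes tested. The number raised by both was 315 without EV uninjured replicate 2 and 320 without EV uninjured replicate 3. Because both comparisons use the same EV uninjured libraries, 20 sets of counts with no gene changed were simulated against shared controls. In these sets, which leave out the changes present in the data, at most 1 gene was higher in both. The log2 fold changes of the comparisons correlated at 0.456 on average, against 0.491 in the data, and their covariance averaged 0.0584, against 0.394. In 20 further sets, the changes found upon *vhp-1* RNAi were moved to other genes of like abundance. The number higher in both was then 106 to 148, at most 1.58 times that of independent lists, against 4.25 times in the data. All these sets drew each gene independently, so they leave out deviations of a library that many genes share. They may understate what the shared controls add. Part of the excess may come from the shared controls.

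**Figure D1:**
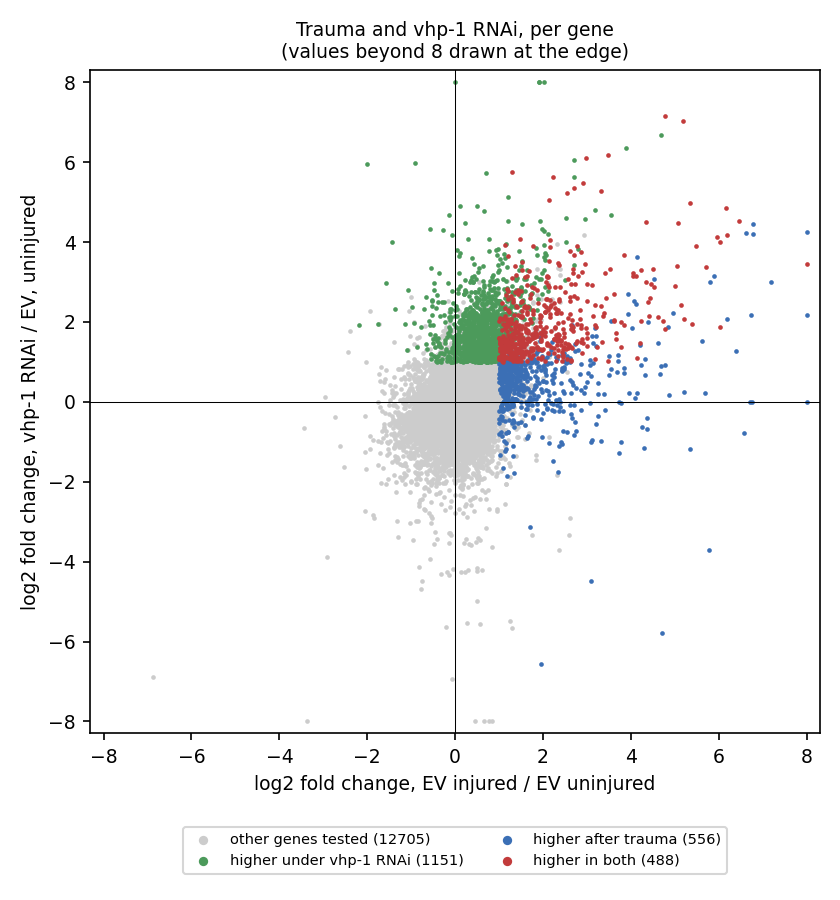
Log2 fold change of each of the 14900 genes tested after trauma in EV worms (x axis, n = 3 against 3) against that upon vhp-1 RNAi in uninjured worms (y axis, n = 2 against 3), with called genes coloured. The 488 genes called higher in both lie in the upper right.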

Interestingly, RNAseq analysis from worms given trauma or treated with *vhp-1* RNAi revealed that nearly half (460/1013) of the genes significantly upregulated by trauma (>2 fold, FDR *p* ≤ 0.05) were also upregulated upon *vhp-1* knockdown (Fig. 4h), suggesting an important regulatory role for VHP-1 in the transcriptional response to mechanical stress or preconditioning of animals to better sustain trauma. 

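Epidermal antimicrobial peptides were over-represented among the genes raised by both trauma and *vhp-1* RNAi. Of 20 such genes tested, 6 were higher in both comparisons, against 0.655 expected (adjusted p = 2.6e-04, 1-sided Fisher's exact test, which takes genes as independent). With an estimated correlation of the members, the list's camera test gave adjusted p = 0.462 after trauma and adjusted p = 0.617 upon *vhp-1* RNAi. Those higher in both were *nlp-29*, *nlp-30*, *nlp-31*, *nlp-33*, *cnc-4* and *cnc-6*, which lie in clusters of similar genes. The caenacin gene *cnc-4* rose by 3.32 log2 after trauma and by 5.28 upon *vhp-1* RNAi (standard errors 0.40 and 0.45). No other list of innate immunity passed an adjusted p of 0.05 in that test, and some had few members. The lists are not the terms of the paper's enrichment analysis. Of 11 infection response genes, *irg-1* and *irg-2* were higher in both (0.360 expected, adjusted p = 0.203). Of 13 lysozyme genes, *ilys-4* and *lys-3* were (0.426 expected, adjusted p = 0.230), and *ilys-4* lost its call without any 1 of EV uninjured replicates 2 and 3, EV injured replicates 2 and 3 and *vhp-1* RNAi uninjured replicate 3. Of 121 C-type lectin genes, *clec-146* was (3.96 expected, adjusted p = 1), or 2 without EV injured replicate 1. Of 12 genes of the metal and cadmium response, *cdr-4*, of the cadmium-responsive family, was higher in both (0.393 expected, adjusted p = 0.921). It rose by 1.52 log2 after trauma and 3.51 upon *vhp-1* RNAi (standard errors 0.21 and 0.23). Among regulators, 4 of 27 bZIP transcription factor genes were higher in both (0.884 expected, adjusted p = 0.0658), or 2 without *vhp-1* RNAi uninjured replicate 2. They were *cebp-1*, *jun-1*, *zip-5* and *zip-10*. So were 11 of 193 nuclear hormone receptor genes (6.32 expected, adjusted p = 0.203), among them *nhr-112* at 3.13 and 2.15 log2. Of 82 neuropeptide genes, 6 were higher in both (2.69 expected, adjusted p = 0.203), against 10 without EV uninjured replicate 1, 2 without EV injured replicate 3 and 11 without *vhp-1* RNAi uninjured replicate 2. Of 90 *unc* genes, many of which act in locomotion, *unc-23*, which encodes a cochaperone, was (2.95 expected, adjusted p = 1), and it lost its call upon *vhp-1* RNAi without EV uninjured replicate 2 or 3 or *vhp-1* RNAi uninjured replicate 2. Outside these themes, 10 of 77 ribosomal protein genes were higher in both (2.52 expected, adjusted p = 0.00139), against 39 without EV uninjured replicate 1, 1 without EV uninjured replicate 2, 3 without EV uninjured replicate 3, 16 without EV injured replicate 1, 1 without EV injured replicate 3 and 5 without *vhp-1* RNAi uninjured replicate 3. The camera test of this list gave adjusted p = 0.606 after trauma and adjusted p = 0.617 upon *vhp-1* RNAi with an estimated correlation. With each library's trend with transcript length removed, 0 ribosomal protein and 0 neuropeptide genes were called in both (48 and 13 at an unadjusted p under 0.05 in edgeR), and 1 lysozyme gene. The paper's separate microarray of other animals gave a larger list, picked for a rise after trauma. Of its genes, 167 rose after trauma here, and 109 of those were also higher upon *vhp-1* RNAi (65.3%, against 43.2% of the other genes raised by trauma). All p-values were adjusted over 42 lists, against the 14900 genes tested.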

Enrichment analysis of these 460 shared transcripts revealed genes involved in cadmium stress-response, innate immunity, metal ion binding, neuronal signaling, and locomotion (Supplementary Fig. 4a–c).

**Fig. 4:**
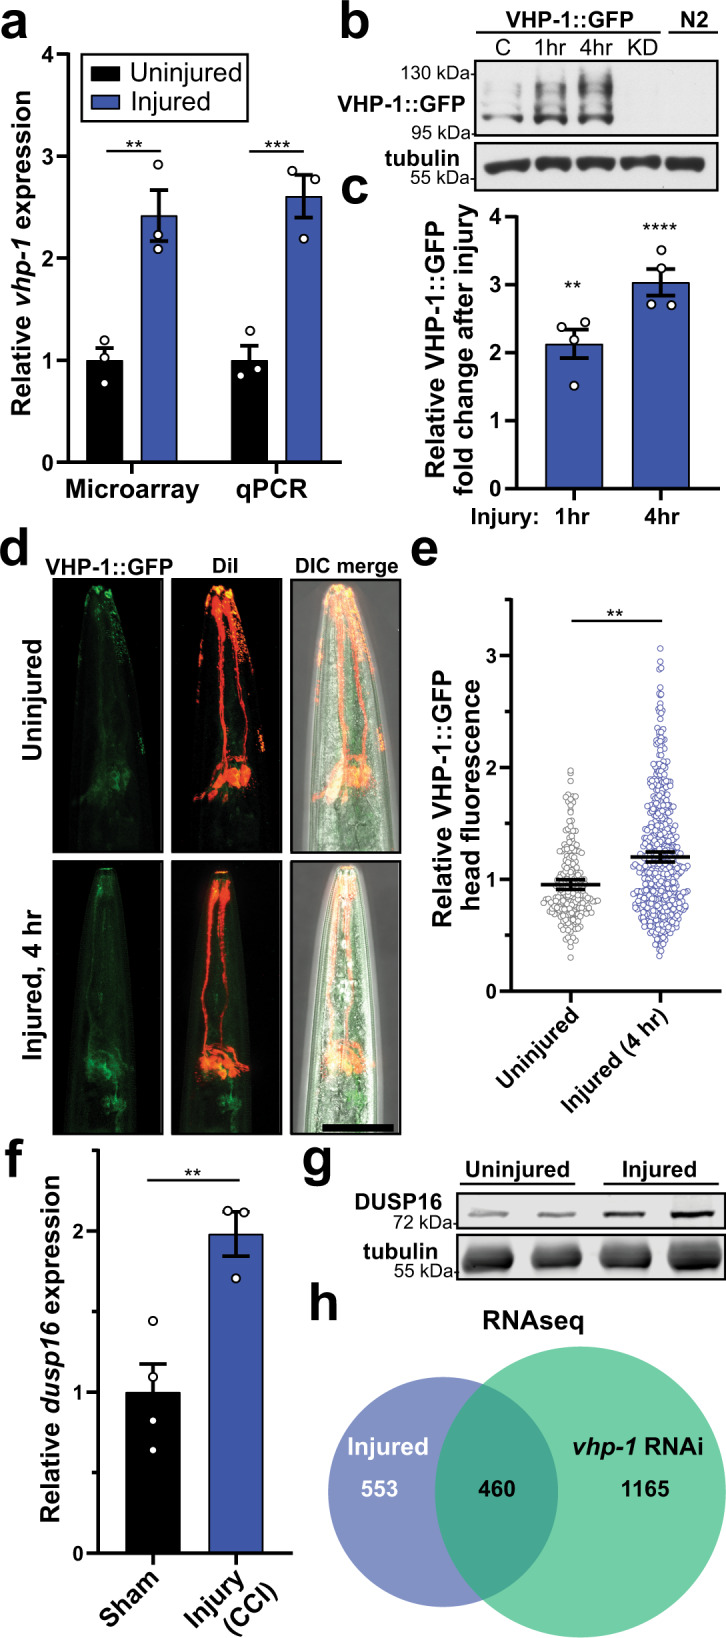
VHP-1 is a stress-inducible phosphatase in response to blunt force trauma. **a** Microarray and qPCR showing relative transcript abundance of *vhp-1* in uninjured (black) and injured (blue) conditions. Mean ± SEM, **p = 0.0014, ***p = 0.0006 by two-way ANOVA with Tukey test, *n* = 3, points denote mean biological replicates. **b** Western blot of worms expressing VHP-1::GFP either uninjured “C”, 1 or 4 h post-injury. KD, *vhp-1* RNAi knockdown. N2 worms lack transgene. (top) anti-GFP, (bottom) anti-tubulin. **c** Quantification of VHP-1::GFP by western blots, relative to VHP-1::GFP band intensity from uninjured worms. Mean ± SEM, **p = 0.0017 and ****p < 0.0001 by one-way ANOVA with Dunnett test, *n* = 4 biological replicates. **d** Confocal fluorescence micrographs of transgenic worms expressing VHP-1::GFP. Amphid sensory neurons are stained red with DiI for reference. Images depict uninjured worms (upper panels) and 4 h post injury (bottom panels). Reference Fig. 4e. Scale = 50 µm. **e** Quantification of VHP-1::GFP by large-particle flow cytometry comparing fluorescence in the worm head either uninjured or 4 hours (h) post injury. Mean + SEM, **p = 0.0022 by two-sided unpaired *t*-test. Uninjured (gray circles), *n* = 201 animals and Injured 4 h (blue circles), *n* = 503 animals over two independent trials. **f** Relative transcript abundance by microarray of mouse *Dusp16* 4 hours (h) following controlled cortical impact (CCI) compared to sham surgery and 4 h post-surgery. Mean ± SEM. **p = 0.0089 by two-sided unpaired *t*-test. *n* = 4 (sham), 3 (CCI). From GDS2850. **g** Anti-DUSP16 western blot from uninjured mice or mice receiving closed-head, concussive injury by linear impact via rail-guided weight drop. Tubulin, loading control. **h** Venn-diagram from paired-end RNAseq comparing the transcriptional response of EV-injured/EV-uninjured worms (blue) versus *vhp-1* RNAi/EV (green), fold-change ≥2, FDR *p* ≤ 0.05, Baggerly’s test. EV *n* = 3, *vhp-1* RNAi *n* = 2.

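Heat shock genes and epidermal antimicrobial peptides rose after trauma in EV worms. Of 14 cytosolic heat shock genes, 8 were higher 1 h after injury and 6 did not pass the test (8 higher when adjusted over the list alone), with a median log2 fold change of 2.89 (camera adjusted p = 1.0e-05, adjusted p = 0.295 with an estimated correlation). The HSP70 family gene *F44E5.4* rose from 5.00 ± 0.495 to 474 ± 90.2 CPM (SD, n = 3 each), a log2 fold change of 6.57 (standard error 0.24, adjusted p = 1.6e-08), and shares sequence with *F44E5.5*. The stress-inducible *hsp-70* rose by 4.38 (standard error 0.29, adjusted p = 1.4e-06) and the small heat shock protein gene *hsp-16.2* by 3.21 (standard error 0.40, adjusted p = 2.2e-04). Of 20 antimicrobial peptide genes of the epidermis, 15 were higher and 5 did not pass the test (17 higher when adjusted over the list alone; camera adjusted p = 1.5e-11, adjusted p = 0.462 with an estimated correlation). Of 18 body wall muscle genes, 7 were higher and 11 did not pass the test (7 higher when adjusted over the list alone; camera adjusted p = 0.00112, adjusted p = 0.606 with an estimated correlation), or 11 without EV injured replicate 3. They include the troponin T genes *tnt-2* (1.29) and *mup-2* (1.24), the troponin I gene *unc-27* (1.25) and the tropomyosin gene *lev-11* (1.23). Of 129 cuticle collagen genes, 22 were higher (23 higher when adjusted over the list alone; camera adjusted p = 2.7e-06, adjusted p = 0.704 with an estimated correlation), against 38 without EV uninjured replicate 1, 7 without EV uninjured replicate 2, 9 without EV uninjured replicate 3 and 13 without EV injured replicate 2. *col-34* rose by 2.71 (standard error 0.28, adjusted p = 4.8e-05). Of detoxification genes, 8 of 59 UDP-glucuronosyltransferase genes were higher (8 higher when adjusted over the list alone; camera adjusted p = 4.5e-04, adjusted p = 0.704 with an estimated correlation), among them *ugt-25* at 2.78 (standard error 0.19, adjusted p = 1.9e-06). Of 62 cytochrome P450 genes, 8 were higher (10 higher when adjusted over the list alone; camera adjusted p = 0.00962, adjusted p = 0.606 with an estimated correlation), or 5 without EV uninjured replicate 2. The metal-responsive gene *numr-1* rose by 2.64 (standard error 0.27, adjusted p = 4.9e-05), and 3 of the 12 metal response genes did (3 higher when adjusted over the list alone; camera adjusted p = 0.0217, adjusted p = 0.556 with an estimated correlation). Ribosomal protein and neuropeptide genes have short transcripts, with medians of 673 and 599.7 nt. Of 77 ribosomal protein genes, 15 were higher (19 higher when adjusted over the list alone; camera adjusted p = 2.9e-15, adjusted p = 0.606 with an estimated correlation), against 46 without EV uninjured replicate 1, 1 without EV uninjured replicate 2, 3 without EV uninjured replicate 3, 39 without EV injured replicate 1 and 1 without EV injured replicate 3. With each library's trend with transcript length removed, their median log2 fold change went from 0.86 to 0.52 and 0 were called higher (67 at an unadjusted p under 0.05 in edgeR). Of 82 neuropeptide genes, 19 were higher (24 higher when adjusted over the list alone; camera adjusted p = 1.9e-10, adjusted p = 0.462 with an estimated correlation), 7 without EV injured replicate 3 and 4 with the trend removed.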

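After trauma in EV worms 127 genes fell. The degenerin-like channel gene *acd-2* fell, with a log2 fold change of -2.18 (standard error 0.38, adjusted p = 0.00266), as did the potassium channel gene *twk-25*, at -1.95 (standard error 0.35, adjusted p = 0.00317), and *bed-3*, a zinc finger gene that acts in molting, at -1.69 (standard error 0.34, adjusted p = 0.00662). The number that fell was 33, 53 and 45 without EV uninjured replicates 2 and 3 and EV injured replicate 3, and 236 without EV injured replicate 1. Of the 326 tested genes that rose after trauma on the paper's microarray of other animals, 167 were higher here, 3 lower and 156 not called (173 and 3 when adjusted over the list alone), with a median log2 fold change of 1.24, the same with the 3 genes of few counts at their bound (camera adjusted p = 2.3e-26, adjusted p = 0.0104 with an estimated correlation). Of the genes that the paper lists as taken into the knockdown screen, 49 were tested here, and 39 were higher and 1 lower (41 higher when adjusted over the list alone; camera adjusted p = 6.0e-28, adjusted p = 0.0104 with an estimated correlation).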

Fluorescence confocal microscopy and flow cytometry time-course analysis verified the protective effects of *vhp-1* RNAi on dopaminergic neurons (Fig. 5a–c). Compared to the EV control, *vhp-1* knockdown largely rescued the dopaminergic degenerative phenotype observed 48 hours after trauma (Fig. 5a–c), and suppressed paralysis immediately following trauma (Supplementary Fig. 5a). Moreover, trauma-induced deficits in mechano-sensation, chemo-sensation, and motility were suppressed by *vhp-1* RNAi (Fig. 5d, e, Supplementary Fig. 5b). Consistent with the effects of *vhp-1* RNAi, neuroprotection was also observed after trauma in the *vhp-1(sa366)* hypomorphic mutant strain (Fig. 5f).

**Fig. 5:**
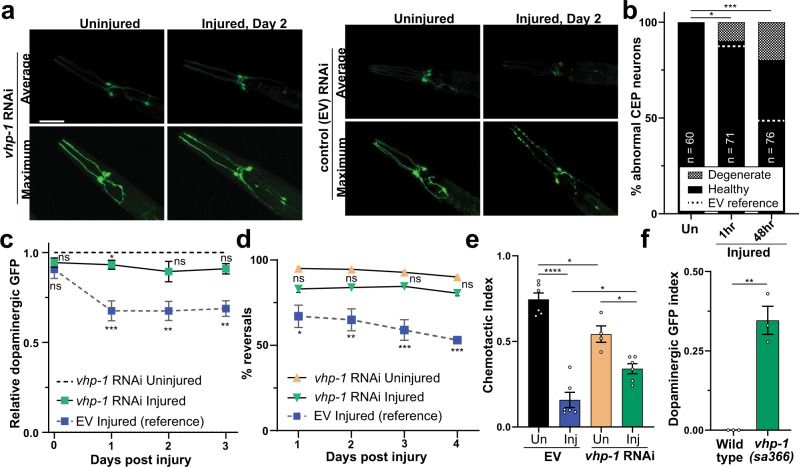
Reducing VHP-1 expression suppresses trauma-induced neurodegeneration. **a** Confocal micrographs of GFP expressing dopaminergic neurons with and without injury and *vhp-1* RNAi. Shown are average or maximum projections of Z-stacks. Reference Fig. 5b, c. Scale = 50 µm. **b** Quantification of CEP neuronal phenotype from *vhp-1* RNAi maximum projections. *vhp-1* RNAi uninjured (Un) versus injured *p = 0.0124, ***p = 0.0003. *vhp-1* RNAi versus empty vector (EV, dashed lines) 1 and 48 hour (h) post injury, ns (not significant) *p* = 0.8122, and ****p < 0.0001 respectively, chi-squared test. **c** Large-particle flow cytometry time-course comparing effects of dopaminergic GFP retention in injured *vhp-1* RNAi (green squares) to uninjured *vhp-1* RNAi (---). Injured empty vector (EV, blue squares) reference from Fig. 3D, gray dashed lines. Mean ± 95% CI. Mixed-effects analysis with Tukey’s multiple comparisons test. See Supplementary Data 5 for statistics. **d** Nose-touch response of uninjured (tan upright triangles) or injured (green inverted triangles) worms on *vhp-1* RNAi. Injured empty vector (EV, blue squares) reference from Fig. 1J (gray dashed lines) Mean ± SEM. See Supplementary Data 5 for statistics. **e** Chemotaxis of uninjured (Un, black and tan) or injured (Inj, blue and green) worms on empty vector (EV, black and blue) or *vhp-1* RNAi (tan and green) with butanol 48 h post injury. Chemotactic index of 1.0 indicates 100% preference for butanol and 0.0 indicates no preference. Mean ± SEM, biological replicates denoted. See Supplementary Data 5 for statistics. **f** Large-particle flow cytometry results of wild type, PMD13, and *vhp-1(sa366)* mutants, PMD153, in green two days post trauma. Dopaminergic GFP index indicates relative loss of *dat-1p::GFP* signal in injured *vhp-1(sa366)* mutants (green) compared to injured wild type. Mean ± 95% CI. **p < 0.0015, two-sided paired *t*-test, *n* = 1902 for wild type and *n* = 1342 for *vhp-1(sa366)* over three independent trials. Positive values indicate reduced loss of fluorescence when compared to age-matched uninjured controls. A value of one indicates no change of fluorescence compared to uninjured controls.

Regarding its role in the nervous system, *vhp-1* knockdown in a neuronal-specific RNAi worm strain, which ectopically expresses SID-1 exclusively in neurons of an otherwise *sid-1* null animal^61^, rescued degeneration of dopaminergic neurons (Supplementary Fig. 5c). However, muscle-specific knockdown of *vhp-1* had no effect on GFP retention in dopaminergic neurons after trauma, further suggesting a role for neuronal VHP-1 (Supplementary Fig. 5d). Ectopic VHP-1::mCherry expression levels in the nervous system inversely correlated with dopaminergic GFP retention after trauma (Supplementary Fig. 5e). Moreover, we generated an alternate RNAi targeting the 3’ untranslated region (3’UTR) of *vhp-1* transcripts, which enabled selective knockdown of the endogenous *vhp-1* but not transgenic VHP-1::mCherry in neurons due to its *unc-54* 3′UTR. While this *vhp-1* 3’UTR RNAi was neuroprotective in the absence of neuronal VHP-1::mCherry, it ceased to suppress dopaminergic degeneration in the presence of the RNAi-resistant, neuronal VHP-1::mCherry (Supplementary Fig. 5f–h). Thus, VHP-1 is a trauma-inducible phosphatase that negatively regulates transcriptional programs related to mechanical stress and whose knockdown in the nervous system is sufficient for neuroprotection.

### A negative feedback loop via KGB-1 and the AP-1 complex regulates VHP-1 stress induction

VHP-1 and human homologs DUSP8/16 have previously been implicated as JNK- and p38-specific MAP Kinase phosphatases^59,62^. We sought to understand its role in the context of mechanical stress and trauma-induced neurodegeneration. Consistent with mammalian models of head trauma^52,53,63^, the three canonical MAPK pathways, ERK (MPK-1), p38 (PMK-1), and JNK (KGB-1) were activated in *C. elegans* as evidenced by increased phosphorylation within minutes following trauma (Fig. 6a, Supplementary Fig. 6a). Consistent with cross-correlation analysis implicating similarities between mechanical stress and copper sulfate treatments (Fig. 2d), KGB-1 activation via phosphorylation in worms has been reported under copper stress conditions^64^. Upon *vhp-1* RNAi, both KGB-1 and PMK-1 showed increased basal phosphorylation. However, *vhp-1* knockdown induced KGB-1 phosphorylation to the greatest extent and had no effect on MPK-1, agreeing with findings that VHP-1 preferentially regulates specific MAPKs^29,59,65^. Furthermore, only KGB-1 displayed significantly increased phosphorylation following mechanical trauma with *vhp-1* knockdown (Fig. 6a, b). In agreement, recombinant VHP-1 can directly hydrolyze phosphate from KGB-1^59^.

**Fig. 6:**
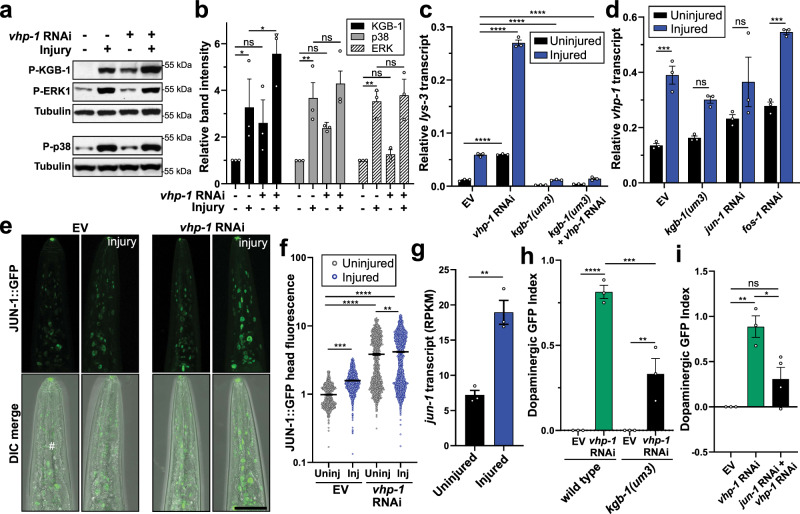
Bidirectional regulation between VHP-1, KGB-1, and JNK signaling influences neurodegeneration following mechanical stress. **a** Western blot of phosphorylated (P-) KGB-1, p38, and ERK in response to injury and/or *vhp-1* RNAi. Tubulin, loading control. **b** Quantification of phospho-specific western blots relative to uninjured empty vector. Mean + SEM. From left to right, ns (not significant), *p = 0.0116, *p = 0.0109, **p = 0.0031, **p = 0.0049 by two-way ANOVA with Tukey test. *n* = 3 biological replicates. KGB-1 (black), p38 (gray), ERK1/2 (stripes). **c**, **d** qPCR of *lys-3* or *vhp-1* transcript abundance either uninjured (black) or 1 h post injury (blue) in wild type or *kgb-1(um3)* mutants with the respective RNAi. Mean ± SEM. ****p < 0.0001, ***p = 0.0004 (EV) and ***p = 0.0002 (*fos-1* RNAi) by two-way ANOVA with Tukey test. *n* = 3 biological replicates. **e** Confocal micrographs of JUN-1::GFP expression in the worm head with and without *vhp-1* RNAi and injury (4 h post trauma). Differential interference contrast, DIC. Reference Fig. 6f. Scale = 50 µm. **f** Quantification of JUN-1::GFP by large-particle flow cytometry comparing fluorescence in the worm head for uninjured (Uninj, gray) and 4 h post injury (Inj, blue) with and without *vhp-1* RNAi. Mean ± SEM. Two-way ANOVA with Tukey multiple comparison test. See Supplementary Data 5 for statistics. **g** JUN-1 transcript abundance determined by RNAseq without injury (black) and 1 h post injury (blue). Mean ±  SEM. **p = 0.003 by two-sided unpaired *t*-test. *n* = 3 biological replicates. Reads per kilobase million (RPKM). **h**, **i** Large-particle flow cytometry showing the effects of trauma on dopaminergic GFP retention 48 h post injury. Shown are values indexed to empty vector control (EV). Mean ± SEM. **h** *vhp-1* RNAi in wild type (green) or *kgb-1(um3)* mutants (black). **i** effects of *jun-1* RNAi with *vhp-1* RNAi (black) compared to *vhp-1* RNAi alone (green). Positive values indicate reduced loss of fluorescence when compared to age-matched uninjured controls. A value of one indicates no change of fluorescence compared to uninjured controls. See Supplementary Data 5 for statistics.

Out of the top 250 genes regulated in *kgb-1(km21)* mutant worms^66^, 69 were significantly regulated by *vhp-1* RNAi (FDR *p* ≤ 0.05) as determined by RNAseq. Regulation of these genes by either KGB-1 or VHP-1 showed a significant negative correlation (*r* = −0.58, *p* < 0.0001, Supplementary Fig. 6b), indicating that these factors operate in opposition. 

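Infection response genes rose upon *vhp-1* RNAi as a group. Of 11, 8 were higher and 3 did not pass the test (8 higher when adjusted over the list alone), with a median log2 fold change of 2.03 (camera adjusted p = 3.3e-07, adjusted p = 0.315 with an estimated correlation). *F35E12.5* rose from 49.4 ± 25.7 (SD, n = 3) to 1490 ± 335 CPM (SD, n = 2), a log2 fold change of 4.91 (standard error 0.40, adjusted p = 1.1e-05). *dod-22*, which acts downstream of DAF-16, rose by 3.61 (standard error 0.22, adjusted p = 1.9e-06), and *C17H12.8*, another gene induced in infection, by 2.80 (standard error 0.23, adjusted p = 1.3e-05). Lysozyme genes went both ways, with 6 of 13 higher, 3 lower and 4 not called (6 and 5 when adjusted over the list alone). *lys-1* rose by 1.81 (standard error 0.18, adjusted p = 5.1e-05) and *lys-4* fell, at -2.18 (standard error 0.45, adjusted p = 0.00572). Of 121 C-type lectin genes, which take part in innate immunity, 32 were higher and 11 lower (34 and 13 when adjusted over the list alone). The number higher was 20 without *vhp-1* RNAi uninjured replicate 2, and the number lower 6 without *vhp-1* RNAi uninjured replicate 3. *clec-45* had 2 counts over the EV uninjured libraries and 6067 over the *vhp-1* RNAi uninjured libraries, a ratio of 3534 after scaling (978 to 29191, 95% interval for counting error only). Antimicrobial peptide genes of the epidermis were higher for 7 of 20 (8 higher when adjusted over the list alone; camera adjusted p = 9.9e-04, adjusted p = 0.617 with an estimated correlation), among them *cnc-6* at 5.47 (standard error 0.43, adjusted p = 1.0e-05). Of 193 nuclear hormone receptor genes, 33 were higher and 2 lower (37 and 2 when adjusted over the list alone; camera adjusted p = 7.0e-04, adjusted p = 0.343 with an estimated correlation). Their examples run from *nhr-63* at 2.00 (standard error 0.23, adjusted p = 1.3e-04) to *nhr-74* at -3.38 (standard error 0.54, adjusted p = 0.00127).

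**Figure D2:**
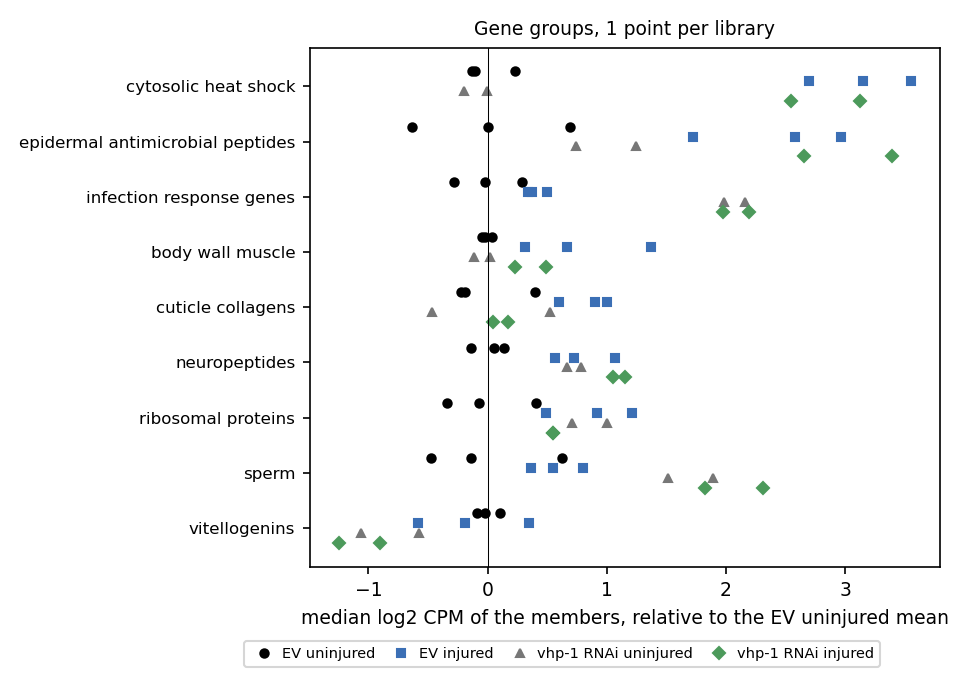
Median log2 CPM of the members of 9 gene groups relative to the EV uninjured mean (x axis), with 1 point for each of the 10 libraries, coloured by condition. The infection response genes lie between 1.97 and 2.19 in the 4 *vhp-1* RNAi libraries and between 0.34 and 0.50 in EV injured worms.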

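In uninjured worms, *vhp-1* RNAi changed 2960 genes at an adjusted p of at most 0.05 with no minimum fold, 2046 higher and 914 lower (edgeR, n = 2 against 3). The *kgb-1(km21)* gene list was not analysed here. At a fold of at least 2, 556 genes were lower, or 356 without EV uninjured replicate 2 and 348 without *vhp-1* RNAi uninjured replicate 3. Within the KGB-1 and JNK cascade, 2 of 19 genes were higher, *cebp-1* and *jun-1*, and 1 was lower, *vhp-1* itself (2 and 1 when adjusted over the list alone). The bZIP gene *cebp-1* had 1.03 (standard error 0.29, adjusted p = 0.0279). It was not called without EV uninjured replicate 1 or 2 or *vhp-1* RNAi uninjured replicate 2, with adjusted p-values of 0.0702, 0.0581 and 0.187. Without *vhp-1* RNAi uninjured replicate 3, 4 genes of the cascade were higher, and neither *cebp-1* nor *jun-1* was called without *vhp-1* RNAi uninjured replicate 2 (adjusted p = 0.187 and 0.0556). *kgb-1* had 0.48 (standard error 0.21, adjusted p = 0.120) and *mlk-1*, which encodes a kinase upstream of KGB-1, 0.21 (standard error 0.26, adjusted p = 0.597). Sperm genes were higher for 42 of 65 and lower for 1 (47 and 1 when adjusted over the list alone), with a median log2 fold change of 1.67, the same with *spe-10*, which had few counts, at its bound (camera adjusted p = 1.9e-11, adjusted p = 0.445 with an estimated correlation). *ssp-34*, of a family of small sperm proteins, had 3.53 (standard error 0.61, adjusted p = 0.00208). Sperm genes have short transcripts (median 483 nt). Those higher numbered 25 with the trend with transcript length removed, and 25 without EV uninjured replicate 2, 24 without EV uninjured replicate 3 and 18 without *vhp-1* RNAi uninjured replicate 3. Of 6 vitellogenin genes, which encode yolk proteins, 2 were lower and 4 did not pass the test (2 lower when adjusted over the list alone; camera adjusted p = 0.0197, adjusted p = 0.617 with an estimated correlation). They were *vit-3*, at -1.34 (standard error 0.33, adjusted p = 0.0145), and *vit-5*, at -1.03 (standard error 0.28, adjusted p = 0.0237). Their transcripts are long (median 5199 nt), and neither kept its call with the trend removed or without *vhp-1* RNAi uninjured replicate 3, nor did *vit-5* without EV uninjured replicate 1 or 2. Among the largest falls were those of *pud-3*, at -8.53 (standard error 0.77, adjusted p = 2.5e-05), and *pud-4*, at -8.05 (standard error 0.63, adjusted p = 1.0e-05), nearly identical genes named for high protein levels in *daf-2* mutants.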

In support, a known KGB-1 transcriptional target, *lys-*3, was upregulated by mechanical stress (Supplementary Data 3). To further validate KGB-1 activation, we confirmed with qPCR analysis that *lys-3* was transcriptionally activated and that its expression required KGB-1 (Fig. 6c). Moreover, *vhp-1* RNAi was sufficient to increase *lys-3* activation in a KGB-1-dependent manner, further confirming its repressive role for KGB-1 (Fig. 6c).

Previous reports suggest that KGB-1 may be involved with the developmental expression of a *vhp-1* isoform, *vhp-1a*, as evidenced by increased *vhp-1a* upon *vhp-1* RNAi^66^. We were interested if acute *vhp-1* transcript upregulation by trauma represented a stress-induced negative feedback loop on KGB-1 activity. Interestingly, transcript abundance of *vhp-1* in adulthood was not significantly changed in *kgb-1(um3)* mutant animals (Fig. 6d), indicating that basal *vhp-1* transcript levels are independent of KGB-1 function in adults. However, significant induction of *vhp-1* transcription upon injury required KGB-1 and the AP-1 transcriptional complex subunit, JUN-1 (Fig. 6d, Supplementary Fig. 6c). At the protein level, *kgb-1* RNAi modestly reduced basal VHP-1::GFP levels in the animal head (Supplementary Fig. 6d, e), suggesting a role for translational or post-translational regulation of VHP-1. In addition to *vhp-1* induction, steady-state protein levels of JUN-1::GFP were elevated upon injury and *vhp-1* RNAi (Fig. 6e, f). Moreover, *jun-1* transcription was elevated 1-hour post injury (Fig. 6g). 

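The AP-1 transcription factor gene *jun-1* (chromosome II, 9113219 to 9132213) had 18.9 ± 2.94 RPKM (SD, n = 3) in EV injured worms and 7.21 ± 1.13 (SD, n = 3) in EV uninjured worms, in the values deposited by the authors. The injured libraries lay between 16.9 and 22.3 RPKM and the uninjured between 6.39 and 8.49 (2-sided exact permutation test, p = 0.100, the smallest that 3 against 3 allow). From the counts, its log2 fold change 1 h after trauma was 1.39 (standard error 0.25, adjusted p = 0.00298), from 16.8 ± 2.00 to 44.2 ± 8.17 CPM (SD, n = 3 each). It was also called in uninjured worms upon *vhp-1* RNAi, at 1.33 (standard error 0.27, adjusted p = 0.00478), a call lost without *vhp-1* RNAi uninjured replicate 2 (0.72, adjusted p = 0.0556). *jun-1* had 12.7 and 26.4 RPKM in the *vhp-1* RNAi uninjured libraries and 36.2 and 37.9 in the *vhp-1* RNAi injured libraries. Trauma in *vhp-1* RNAi worms gave 0.93 (standard error 0.29, adjusted p = 0.146), and was called without *vhp-1* RNAi uninjured replicate 2 (1.53, adjusted p = 0.0179). Its AP-1 partner *fos-1* had 0.97 (standard error 0.33, adjusted p = 0.0641) after trauma in EV worms and 0.97 (standard error 0.36, adjusted p = 0.0759) upon *vhp-1* RNAi. It was called after trauma without EV injured replicate 3 (1.16, adjusted p = 0.0403) and upon *vhp-1* RNAi without *vhp-1* RNAi uninjured replicate 3 (1.49, adjusted p = 0.0176). *kgb-1*, the JNK family kinase, had 0.55 (standard error 0.19, adjusted p = 0.0670), and its paralog *kgb-2* rose by 1.48 (standard error 0.23, adjusted p = 0.00103). The KGB-1-regulated gene *kreg-1* rose by 4.61 (standard error 0.47, adjusted p = 4.5e-05), and *cebp-1* by 2.43 (standard error 0.27, adjusted p = 1.0e-04).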

Altogether, these data indicate that VHP-1 acts to abrogate stress-induction of JNK signaling in the context of mechanical injury, and that stress-induced phosphorylation of KGB-1 acutely activates *vhp-1* transcription through AP-1 in a negative feedback process.

### VHP-1-mediated protection requires MAP3K signaling through DLK-1, MLK-1, and downstream KGB-1 and JUN-1

We hypothesized that the neuroprotection due to *vhp-1* knockdown may be the result of increased activity of *vhp-1* targets. To determine whether these protective effects required *kgb-1* or *jun-1*, we co-administered RNAi targeting both *vhp-1* and either gene in tandem. Knockdown of any single or dual combination of JNK or p38 gene with *vhp-1* failed to significantly abolish the neuroprotective phenotype (Supplementary Table 2). However, deducing genetic pathways based on partial reduction of gene function can be misleading due to increased false discovery caused by potential off-target effects of the RNAi. Thus, we examined trauma-induced neurodegeneration in a *kgb-1(um3)* mutant and observed that neuroprotection by *vhp-1* RNAi was dependent upon *kgb-1* (Fig. 6h). Moreover, *vhp-1-*mediated neuroprotection also required *jun-1* (Fig. 6i, Supplementary Fig. 6f), indicating that these protective effects involve transcriptional regulation of factors downstream of MAPK signaling. *C. elegans* contain five potential JNKs and three p38s. Previous studies have suggested that significant interaction occurs between the branches of MAPK signaling^67^ which, in turn, complicates epistasis experiments at the MAPK level. However, *C. elegans* represent a simplified system to study upstream MAPK components, which directly phosphorylate and activate downstream MAPKs, when compared to mammals^68^.

We examined the effects of RNAi targeting MAP2Ks in the worm, including *mek-1, mkk-4, and jkk-1*. MEK-1 and MKK-4 in particular have been reported to be required for axonal regeneration following axotomy;^33^ however, knockdown of any single MAP2K with *vhp-1* failed to abrogate neuroprotective effects (Supplementary Table 2). Similarly, we examined the effects of RNAi targeting known stress-activated MAP3Ks including *mlk-1, dlk-1*, and *nsy-1*. In axotomy models of neuronal regeneration, *dlk-1* knockout or knockdown prevented axon regeneration^33,69^. Yet, *dlk-1* RNAi administered alone had no effect on neuroprotection against trauma by *vhp-1* RNAi. Rather, tandem RNAi knockdown of *mlk-1* and *dlk-1*, but no other combination, abrogated the neuroprotective effects of *vhp-1* RNAi after trauma (Supplementary Table 2), indicating that these overlapping signaling cascades may confer some specificity to downstream substrates. Consistent with the requirement for both *mlk-1* and *dlk-1*, transcriptional activation of *vhp-1* by trauma required both *mlk-1* and *dlk-1* but not *nsy-1* RNAi (Supplementary Fig. 6g). Likewise, *mlk-1* and *dlk-1* knockdown reduced, but did not abolish, transcriptional induction of *lys-3* (Supplementary Fig. 6h), indicating partial suppression of KGB-1 activity. Since *kgb-1*, its downstream target, *jun-1*, and its upstream MAP3K regulators *mlk-1* and *dlk-1* were required for both the neuroprotective effects of *vhp-1* RNAi as well as transcriptional induction of *vhp-1*, these data suggest a pathway from the level of MAP3K to MAPK to the AP-1 transcriptional complex.

### MATH-33, a stress-inactivated deubiquitinase, regulates VHP-1 protein abundance

Following activation, attenuation of stress-response machinery presents a critical step to reestablish cellular homeostasis and avoid deleterious consequences from chronic activity^70^. Such is the case for VHP-1, which we implicate as an inducible negative regulator of stress signaling; however, VHP-1 enhances trauma-induced cell death when overexpressed in the nervous system (Supplementary Fig. 5e). Moreover, ectopic overexpression of VHP-1 revealed its apparent lack of protein stability. Compared to similar transgenic constructs (PMK-1::mCherry) under the same 5′ promoter and 3′ UTR, transgenic expression of VHP-1::mCherry in all tissues or specifically in neurons appeared greatly reduced (Supplementary Fig. 7a). Combined with the observed emergence of slower migrating, immunoreactive VHP-1 bands by western blot (Fig. 4b), we hypothesized that VHP-1 may be processed and degraded through the ubiquitin-proteasome pathway as a means of attenuation. Attempts to enrich animals with elevated VHP-1::mCherry fluorescence in all tissues resulted in developmental arrest and/or premature death, further suggesting that chronic elevation of VHP-1 is deleterious to animal physiology.

Transgenic worms treated with the proteasome inhibitor, MG132, displayed VHP-1::GFP accumulation within 4 h of drug treatment, and the protein continued to accumulate throughout the 24 h time-course when compared to vehicle-treated worms (Fig. 7a). Alternatively, disruption of the ubiquitin-proteasome system through RNAi targeting ubiquitin, *ubq-1*, for 24 h increased steady-state levels of VHP-1::GFP both in uninjured worms as well as 1 to 4 hours after trauma (Fig. 7b). A reduction of higher molecular-weight, GFP-immunoreactive bands further accompanied *ubq-1* knockdown. Immunoprecipitation of VHP-1::GFP confirmed a substantial increase in ubiquitin material within 1 h of injury compared to both non-injured transgenic animals and non-transgenic controls (Fig. 7c). Furthermore, several distinct ubiquitin immunoreactive bands observed upon injury were of similar molecular weight to immunoreactive bands on anti-GFP blots.

**Fig. 7:**
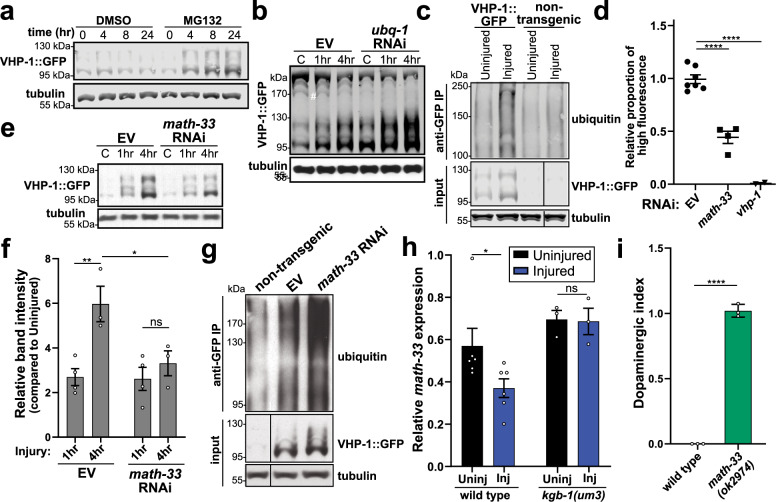
Post-translational regulation of VHP-1 stability by components of the ubiquitin-proteasome system. **a** Western blot time-course of VHP-1::GFP following treatment with DMSO (vehicle) or 50 µM MG132. Tubulin, load control. **b** Western blot of VHP-1::GFP without injury (control, C) or 1 and 4 hours (h) post injury. Worms treated with *ubq-1* RNAi for 24 h. ^#^*ubq-1* RNAi sensitive high-MW bands. **c** Co-immunoprecipitation of VHP-1::GFP immunoblotted with anti-ubiquitin. Uninjured and injured non-transgenic worms (N2) as control. Input, VHP-1::GFP and tubulin from total worm extracts. **d** Effects of *math-33* (deubiquitinase, squares) or *vhp-1* (triangles) RNAi on transgenic worms expressing VHP-1::mCherry in all tissues (PMD117). Flow cytometry data depicts the proportion of worms falling into a high-fluorescence gate. Data are proportional to EV control from each independent experiment. Mean ± SEM, ****p < 0.0001 by one-way ANOVA with Sidak test. **e** Western blot of VHP-1::GFP from worms before (C, control) or 1 and 4 hours (h) after injury treated with *math-33* RNAi. Tubulin, loading control. *n* = 4, uninjured and 1 h post injury, *n* = 3, 4 h post injury. **f** Quantification of western blots from Fig. 7e. Mean ± SEM. **p = 0.0088, *p = 0.0427, not significant (ns) *p* = 0.8134 by two-way ANOVA with Tukey test. **g** Co-immunoprecipitation of VHP-1::GFP (anti-GFP IP) from injured worms on empty vector (EV) or *math-33* RNAi immunoblotted with anti-ubiquitin. Injured, non-transgenic N2 worms as control. Input, VHP-1::GFP, and tubulin from total worm extracts. *n* = 4 biological replicates. **h** qPCR showing relative *math-33* transcript abundance in wild type and *kgb-1(um3)* mutant worms with (Inj) and without (Uninj) injury. Mean ± SEM, *p = 0.0135 by two-way ANOVA with Sidak test, WT *n* = 6, *kgb-1(um3)* *n* = 3. **i** Large-particle flow cytometry of wild type, PMD13, and *math-33(ok2974)* mutants, PMD173, two days post trauma. Dopaminergic GFP index indicates relative loss of *dat-1p::GFP* signal of injured *math-33(ok2974)* mutants compared to injured wild type worms. Mean ± 95% CI. ****p < 0.0001 by two-sided paired *t*-test. *n* = 4149, wild type, and *n* = 2601, *math-33(ok2974)*, over three independent trials. Positive values indicate reduced loss of fluorescence when compared to age-matched uninjured controls. A value of one indicates no change of fluorescence compared to uninjured controls.

With no previous reported links between VHP-1 or its mammalian homologs and particular ubiquitin machinery, we leveraged motif prediction algorithms to identify several potential ubiquitin ligase and hydrolase (deubiquitinase) binding motifs, which clustered within the C-terminus of the protein (Supplementary Fig. 7b). Based on these predictions, we knocked down the expression of candidate genes that were potentially homologous to or interacted with homologs of predicted mammalian binding partners. From our prediction analysis, we identified 13 ubiquitin ligases (*cul-1, sel-10, bath-43, mel-26, lin-23, cks-1, fzy-1, skpt-1, fsn-1, skr-5*, F10D7.5*, mfb-1*, and ZK1240.2) and the deubiquitinase (*math-33*) (Supplementary Fig. 7c). Utilizing the all tissue VHP-1::mCherry OE strain, we determined whether knockdown of the different E3 ubiquitin ligases or the ubiquitin hydrolase modulated steady-state protein levels of VHP-1, as measured by automated large-particle flow cytometry. We identified that knockdown of *math-33*, the homolog of mammalian USP7, decreased VHP-1 levels (Fig. 7d, Supplementary Fig. 7c).

RNAseq analysis identified *math-33* as a significantly downregulated gene one hour after trauma (Supplementary Fig. 7d). 

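The deubiquitinase gene *math-33* (chromosome V, 11113914 to 11118820) had 58.0 ± 17.8 RPKM (SD, n = 3) in EV injured worms and 96.8 ± 10.7 (SD, n = 3) in EV uninjured worms. Every injured library, at 37.7 to 70.9 RPKM, lay below every uninjured library, at 87.1 to 108 (2-sided exact permutation test, p = 0.100, the smallest possible with 3 against 3). From the counts, the log2 fold change was -0.74 (standard error 0.25, adjusted p = 0.0627), from 448 ± 59.7 to 269 ± 91.2 CPM (SD, n = 3 each), which did not pass the adjusted threshold or a 2-fold change in edgeR. The adjusted p was 0.0257 with DESeq2, 0.00897 with Baggerly's test and a normal reference, 0.0474 with library totals alone and 0.0429 with no filter on low counts. Over all alternatives it ran from 0.00897 to 1. In EV injured replicates 1, 2 and 3 *math-33* had 337, 304 and 165 CPM. The change of these libraries per doubling of transcript length, -0.062, -0.26 and -0.46, ran in the same order. How much of the fall goes with that trend is not given here. *math-33* had -0.53 (standard error 0.28, adjusted p = 0.195) upon *vhp-1* RNAi in uninjured worms, and 0.29 (standard error 0.30, adjusted p = 0.757) after trauma in *vhp-1* RNAi worms. Of the 14 ubiquitin-related genes the paper tested by knockdown, 1, *ZK1240.2*, was called higher after trauma in EV worms and 13 were not called (1 higher when adjusted over the list alone), with a median log2 fold change of -0.39 (camera adjusted p = 0.140). *ZK1240.2* had 1.01 (standard error 0.22, adjusted p = 0.00986), and was not called without EV uninjured replicate 2 (0.96, adjusted p = 0.0576), EV injured replicate 1 (a fold under 2, at 0.97, adjusted p = 0.0250) or EV injured replicate 3 (likewise, at 0.86, adjusted p = 0.0382), or with the trend with transcript length removed.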

Western blot analysis of VHP-1::GFP revealed that *math-33* knockdown significantly reduced protein induction 4 h following trauma (Fig. 7e,f). Moreover, immunoprecipitation of VHP-1::GFP 1 h after injury revealed a near twofold increase in ubiquitinated VHP-1::GFP upon *math-33* RNAi (Fig. 7g, Supplementary Fig. 7e). Thus, suppression of *math-33* transcription upon mechanical stress may represent a means for accelerating VHP-1 protein turnover following accumulation. Having shown that trauma-induced activation of *vhp-1* required KGB-1 (Fig. 6d, Supplementary Fig. 6c), we sought to determine whether trauma-induced repression of *math-33* was also KGB-1 dependent. In support of RNAseq datasets, qPCR analysis revealed that trauma reduced *math-33* transcript levels (Fig. 7h). Furthermore, trauma-induced repression of *math-33* was abolished in the *kgb-1(um3)* strain, indicating that stress-induced repression of *math-33* depends on KGB-1 activity (Fig. 7h). Consistent with *math-33* RNAi reducing VHP-1::GFP levels 4 h post injury (Fig. 7e,f), trauma-induced loss of dopaminergic GFP signal was substantially reduced in *math-33(ok2974)* mutant animals (Fig. 7i). Therefore, with regards to the mechanical stress response, the ubiquitin-proteasome system modulates VHP-1 protein stability, and both stress-induced VHP-1 accumulation and neurodegeneration requires *math-33*, a deubiquitinase inhibited by KGB-1 following stress.

## Discussion

We introduce a high-throughput model of blunt force trauma in the nematode, *C. elegans*, (Fig. 1a) and uncover distinct transcriptional activation and post-translational regulatory events. Through our calibrated stress paradigm, we characterize a dose-dependent paralytic response and identify an uncharacterized transcriptional program that correlates with age and lifespan determination. Leveraging this transcriptional framework, we perform a candidate-based reverse genetic screen and discover several stress-activated factors that modulate trauma-induced neurodegeneration. From this screen, we detail the molecular role and regulation of a stress-activated MAPK phosphatase, VHP-1, in relation to suppressing trauma-induced degeneration. We explore a complex genetic interaction between VHP-1 and several tiers of MAPK signaling, emphasizing the inherent complexity of kinase pathway interactions and the cellular response to blunt trauma. Further regulation by the ubiquitin-proteasome system and the *math-33* deubiquitinase culminates as multiple layers of negative feedback modulate VHP-1 activity (Fig. 8).

**Fig. 8:**
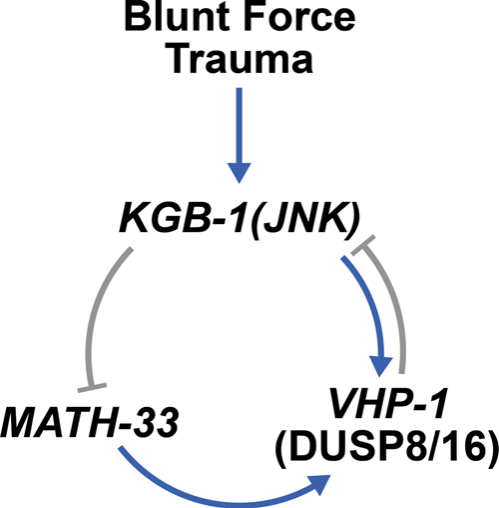
Dual feedback governs transcriptional and post-translational regulation of VHP-1. Mechanical stress via blunt force trauma activates KGB-1, which leads to the transcriptional upregulation of *vhp-1* and repression of *math-33*. VHP-1 is stabilized by MATH-33 and, in turn, represses KGB-1 activity.

Utilizing the simple architecture of the nematode *C. elegans*, we introduce a model of blunt force injury by rapid multidirectional acceleration. Although randomized, thousands of animals are injured simultaneously, supporting reproducibility through probability. This is evidenced by a dose-dependent paralytic phenotype, highly reproducible chemo- and mechano-sensation defects, and consistent observation of dopaminergic neurodegeneration. Through large n-values and increased throughput via automated large-particle flow cytometry, we can investigate physiological and molecular details with greater statistical power. Gross examination of the musculature (Supplementary Fig. 1e–h) revealed limited damage and may prove to be an interesting tissue for future studies within our model. We chose to focus on the nervous system due in part to its complex cellular architecture, overrepresentation of cell number in *C. elegans* (302/959 cells), and established literature aiding the interpretability of results. The characterization of blunt trauma on other organ systems remains an outstanding question. Furthermore, while several sensory assays suggest dysfunction of other neuronal systems, the extent of degeneration of non-dopaminergic neuronal subtypes has yet to be determined.

Environmental fluctuations have favored the evolution of several stress response pathways, each tailored to manage a particular stress condition. Herein, we uncover a distinct transcriptional response to mechanical stress by blunt force trauma. Worms are a mobile soil-dwelling organism with the potential to experience several mechanical obstacles. Whether these environmental cues have favored the evolution of a mechanical stress response remains unclear. Notably, hermaphrodite worms possess 30 mechanosensory neurons compared to 2 thermosensory, 4 oxygen-sensing, and 2 osmosensory neurons^71,72^. These other neurons are associated with sensation of noxious stimuli and particular stress responses. We show some shared transcriptional features between mechanical stress and copper stress or heat shock by cross-correlation analysis (Fig. 2d). However, correlations between trauma and these stresses are low, indicating a distinct role for mechanical stress in gene transcription. Additional transcriptional analysis by RNAseq reveals that VHP-1 regulates 45% of all genes upregulated by our trauma model. Thus, the present work indicates a central role for VHP-1 and its targets in regulating the cellular response to mechanical stress. 

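Of the genes raised by trauma, 14 were lowered by *vhp-1* RNAi, against 39.0 for independent lists. Among the 127 genes lowered by trauma in EV worms, 16 were also lower upon *vhp-1* RNAi (12.6%, 7.38 to 19.7, 95% exact binomial interval), against 4.74 for independent lists. This interval takes genes as independent and leaves out the spread between libraries. Simulated sets with shared controls held none of either kind with no gene changed. With the changes of *vhp-1* RNAi moved to other genes of like abundance, they held 30 to 53 raised by trauma and lowered by *vhp-1* RNAi, and 5 to 15 lowered by both, at most 1.80 times the number for independent lists, against 3.38 times in the data. These sets drew each gene independently and leave out deviations of a library that many genes share. Part of the excess lowered by both may come from the shared controls. In the data, the number lowered by both was 2, 3, 5, 9 and 7 without EV uninjured replicates 2 and 3, EV injured replicates 2 and 3 and *vhp-1* RNAi uninjured replicate 3. It was 8 without either *vhp-1* RNAi injured library, and 29, 27 and 75 without EV uninjured replicate 1, EV injured replicate 1 and *vhp-1* RNAi uninjured replicate 2. When trauma was averaged over both RNAi conditions and *vhp-1* RNAi over both injury conditions, 286 of 743 trauma-induced genes were also higher upon *vhp-1* RNAi (38.5%, against 83.0 genes for independent lists), 21 were lower (against 39.1), and 6 of 47 genes lowered by trauma were also lower upon *vhp-1* RNAi (against 2.48). The genes raised by trauma in EV worms had a median transcript length of 1041 nt, and those raised by *vhp-1* RNAi 999.5 nt, against 1389 and 1435 nt for genes not called. With each library's trend with transcript length removed, 794 of the trauma-induced genes remained called, and 368 of 879 were higher in both comparisons (41.9%). The genes that showed the overlap include the bZIP gene *zip-10*, the lysozyme gene *lys-3* and the antimicrobial peptide gene *nlp-30*, while the heat shock genes *F44E5.4*, *hsp-70* and *hsp-16.2* rose after trauma and were not called higher upon *vhp-1* RNAi. *F44E5.5*, the near copy of *F44E5.4*, rose in both, by 9.26 (standard error 0.80, adjusted p = 1.1e-05) after trauma and 3.45 (standard error 0.86, adjusted p = 0.0152) upon *vhp-1* RNAi, where its call was lost without *vhp-1* RNAi uninjured replicate 3 (2.96, adjusted p = 0.0798). *F44E5.5* had 0.739 CPM in EV uninjured replicate 1 and 0 in replicates 2 and 3, so the size of both folds rests on 1 library. *F44E5.4* went the other way upon *vhp-1* RNAi, from 5.42, 4.45 and 5.13 CPM in the EV uninjured libraries to 3.43 and 2.41. Near copies can share reads. The rise of *F44E5.5* upon *vhp-1* RNAi therefore cannot be told apart from shared reads assigned differently between the copies. From the overlap in Fig. 4h, the paper proposes a regulatory role for VHP-1 in the transcriptional response to trauma, or a preconditioning of the animals, and here states that VHP-1 regulates the shared genes. For *lys-3* it also reports qPCR in which the rise upon *vhp-1* RNAi needed KGB-1.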

Interestingly, we find that genes expressed in mechanosensory neurons are overrepresented in the gene set activated by both trauma and *vhp-1* RNAi (Supplementary Fig. 4), indicating that VHP-1 likely possesses an important role in these neuronal subsets. 

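Of the microarray genes raised by trauma that the paper marks as expressed in mechanosensory neurons, 138 were tested in the RNAseq libraries, and 55 of them were higher after both trauma and *vhp-1* RNAi (4.52 expected, adjusted p = 2.6e-44, 1-sided Fisher's exact test over 42 lists). They were picked because they rose after trauma on the array, which the expected number leaves out of account. Of the 76 higher after trauma here, 55 (72.4%) were also higher upon *vhp-1* RNAi. For the whole microarray list, which holds them, the share was 109 of 167 (65.3%). In EV worms, 76 of them were higher after trauma and 3 lower (79 and 3 when adjusted over the list alone). Upon *vhp-1* RNAi in uninjured worms, 65 were higher and 7 lower (68 and 8 when adjusted over the list alone). Of 13 genes of the touch receptor neurons, fixed without the array, 1 was higher in both (0.426 expected, adjusted p = 0.921), or 2 without *vhp-1* RNAi uninjured replicate 2. It was *mec-3*, a LIM homeobox gene that specifies these neurons, at 1.06 (standard error 0.33, adjusted p = 0.0470) after trauma and 1.80 (standard error 0.35, adjusted p = 0.00398) upon *vhp-1* RNAi. Its adjusted p after trauma was above 0.05 without any 1 of the 6 EV libraries or of the 2 *vhp-1* RNAi injured libraries. *mec-5*, which encodes a collagen needed for touch sensation, rose after trauma by 1.36 (standard error 0.28, adjusted p = 0.00744).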

Many significantly regulated genes lack annotation, highlighting the need to identify functions for these stress-responsive elements. Collectively, these findings establish a foundation on which to build a mechanistic understanding of the cellular response to blunt force trauma.

We discover that mechanical stress induces *vhp-1* transcription, yet its knockdown by RNAi paradoxically protects against trauma-induced neurodegeneration. This finding favors the concept that increased MAPK activity benefits cells following mechanical stress, similar to observations from other stress paradigms^73^. Indeed, every major branch of the MAPK signaling cascade is activated nearly instantaneously upon injury. Consistent with previous findings^59^, we find VHP-1 to primarily modulate KGB-1 activity following trauma, suggesting an important role for JNK signaling in the transcriptional response and neuroprotection. Consistent with cross-correlation analysis of mechanical stress with other defined stress paradigms, both copper and heat stress are associated with KGB-1 regulation^64,74^. KGB-1 has likewise been linked to axon regeneration^29^, supporting its role in the nervous system. Several studies have interrogated the roles of MAPKs in these regeneration paradigms. While our model of trauma-induced neurodegeneration also implicates MAPK signaling, we propose that there are distinct mechanistic differences between the two processes, agreeing with the concept of MAPK context specificity^75^. Of note, most regeneration studies focus on GABAergic neurons in *C. elegans*. It remains to be determined if different neuronal subtypes contain alternate mechanisms for protection or repair.

The MAPK cascade represents an interconnected network containing functional redundancy, which complicates the linkage of a single enzyme with a particular physiological effect. Emphasizing this point, *vhp-1* knockdown significantly upregulates transcription of multiple phosphatases, which likely contribute to the overall regulation of MAPK signaling. We find significant epistasis related to neuroprotection between VHP-1 and a single MAP kinase, KGB-1. Moreover, VHP-1, MLK-1, and DLK-1 comprise a three-way epistatic interaction. The combination of signaling through these MAP3Ks likely converges on the Jun kinase, KGB-1, and accounts for the neuroprotective effects of *vhp-1* knockdown and strongly suggests a requirement for MAPK activity to promote cell survival following trauma. Previous reports have likewise highlighted stress-resistance upon developmental *vhp-1* RNAi^65^. Interestingly, while stress-resistance in these paradigms requires the FOXO-transcription factor (*daf-16*), our studies do not support this requirement in the context of blunt trauma. Rather, enhanced activity downstream of KGB-1 and its AP-1 transcriptional complex subunit, *jun-1*, likely accounts for our observed neuroprotective phenotype (Fig. 6h,i). Everything considered we hypothesize that *vhp-1* RNAi preconditions the nervous system to sustain these traumatic events through basal activation of JNK signaling (Fig. 6). Thus, preemptive activation of this neuroprotective stress response may immediately mitigate cellular damage and promote survival. While we have not implicated transcriptional targets contributing to neuroprotection, these findings would be of interest to future studies detailing genetic regulation and molecular function of stress-activated genes.

Supporting our findings of ubiquitin-mediated regulation of VHP-1, E3 ligases and deubiquitinases are implicated as regulatory elements of the stress response and MAPK signaling^76–80^. While post-translational regulation of deubiquitinases has been extensively characterized^81^, few studies have examined their regulation at the transcriptional level^82–84^, and no studies have described deubiquitinases as transcriptionally regulated stress response elements themselves. The USP7 *C. elegans* homolog, MATH-33, is an important regulator of the FOXO transcription factor, DAF-16^85^. We demonstrate that mechanical stress represses transcription of *math-33*, and that *math-33* is necessary for stabilization of VHP-1 protein upon stress. In particular, trauma represses *math-33* in a KGB-1-dependent manner. Importantly, the removal of math-33 protects against trauma-induced neurodegeneration (Fig. 7i). Publicly available ChIP-seq datasets reveal JUN-1 and DAF-16 binding peaks upstream of *math-33* (WormBase, release WS274), indicating direct transcriptional control by KGB-1-associated transcription factors. Dysregulation of deubiquitinases has been linked to several human diseases including cancers and neuropathologies^81,86,87^. Due to its association with KGB-1 and VHP-1, we implicate an additional role for MATH-33. Namely, this genetic circuit acts as an additional layer of negative feedback to modulate MAPK suppression in response to mechanical trauma. Lastly, we propose that this auto-regulatory mechanism applies to a broad range of other MAPK paradigms. To date, the inherent complexity of such systems has hindered experimental interrogation.

## Methods

### *C. elegans* strains

All strains were maintained at 15 °C on an OP50 lawn grown on standard NGM plates. Age-synchronization was performed by hypochlorite treatment of gravid animals to obtain eggs. AGD1651 worms *(unc-119(ed3) III; uthSi7[myo3p::LifeAct::mRuby::unc-54 3’UTR* + *unc-119(+)] IV)* were received from Dr. Andrew Dillin. KM20 worms *(vhp-1(km20); Ex[vhp-1p::VHP-1::GFP])* were a gift from the Matsumoto lab. The following strains were obtained from the CGC: CF512 *(rrf-3(b26) II; fem-1(hc17) IV.), KB3 (kgb-1(um3) IV), JT366 (vhp-1(sa366) II), RB2194 (math-33(ok2974) V*, BZ555 *(egIs1 [dat-1p::GFP]), LC108 (uIs69 [(pCFJ90) myo-2p::mCherry* + *unc-119p::sid-1])*, TU3401 *(sid-1(pk3321) V; uIs69 [pCFJ90 (myo-2p::mCherry)* *+* *unc-119p::sid-1])*, and CZ1632 *(juIs76 [unc-25p::GFP* + *lin-15(+)] II)*.

The following strains were produced for this study: PMD13 *(rrf-3(b26) II; egIs1 [dat-1p::GFP])* was made by crossing CF512 with BZ555, PMD14 *(rrf-3(b26) II; fem-1(hc17) IV; juIs76 [unc-25p::GFP* + *lin-15(+)] II)* by crossing CF512 with CZ1632; PMD60 *(rrf-3(b26) II; egIs1 [dat-1p::GFP]; uIs69 [(pCFJ90) myo-2p::mCherry* + *unc-119p::sid-1])* by crossing PMD13 with LC108, PMD63 *(rrf-3(b26) II; egIs1 [dat-1p::GFP]; sid-1(pk3321) V; uIs69 [pCFJ90 (myo-2p::mCherry) + unc-119p::sid-1])* by crossing PMD13 with TU3401. PMD152 *(sid-1(qt9) V; egIs1 [dat-1p::GFP]; uthIs237[myo-3p::tomato, myo-3p::sid-1])* by crossing MAH729 with PMD13; PMD153 *(vhp-1(sa366) II; egIs1 [dat-1p::GFP])* by crossing PMD13 with JT366; PMD62 *(kgb-1(um3) IV; egIs1 [dat-1p::GFP])* by crossing BZ555 with KB3; PMD173 *(math-33(ok2974); egIs1 [dat-1p::GFP])* by crossing BZ555 with RB2194 and PMD112 *(rrf-3(b26); egIs1 [dat-1p::GFP]; utsEx11 [rgef-1p::FLAG::VHP-1::mCherry* + *Cbr-unc-119(+)]* by crossing PMD13 with PMD107.

The *sid-1(pk3321)* mutation was confirmed by resistance to growth arresting RNAi (*act-*5 for neuronal and *pat-10* for body-wall muscle) and by ApoI digestion following single worm PCR with *sid-1(pk3321)* forward and reverse complement (FWD and REV) genotyping primers (Supplementary Table 3).

PMD101 *(utsEx9[rgef-1p::FLAG::PMK-1::mCherry::unc-54 3’ UTR* + *unc-119(+)]; unc-119(ed3) III)*, PMD106 *(utsEx10[sur-5p::FLAG::PMK-1::mCherry::unc-54 3’ UTR* + *unc-119(+)]; unc-119(ed3) III)*, PMD107 *(utsEx11[rgef-1p::FLAG::VHP-1::mCherry::unc-54 3’ UTR* + *unc-119(+)]; unc-119(ed3))*, and PMD117 *(utsEx13[sur-5p::FLAG::VHP-1::mCherry::unc-54 3’ UTR* + *unc-119(+)]; unc-119(ed3))* were generated through plasmid microinjection (see microinjection section).

### RNAi administration

Interfering RNA was obtained from either the Vidal^88^ or Ahringer^89^ RNAi libraries. RNAi targeting the 3’ untranslated region of *vhp-1* mRNA (*vhp-1* 3’UTR RNAi) was designed to 250 base pairs immediately downstream of the *vhp-1* translated region (Supplementary Table 3). All RNAi experiments were performed using HT115 *E. coli* containing either the L4440 empty vector (EV) as a control, or different RNAi constructs. Liquid cultures of RNAi were grown in Terrific Broth (TB) for 14 h at 37 °C and then induced with 1 mM IPTG for 4 h at 37 °C. Cultures were concentrated to 1/10 original volume by centrifugation at 4000 × *g* for 10 min, seeded onto RNAi plates (60 mm or 100 mm, containing 0.1 mg/ml carbenicillin and 1 mM IPTG), and allowed to dry for 1–2 days at room temperature, protected from light. For RNAi that induces larval arrest, *C. elegans* were grown from hatch on EV RNAi until early L4, at which point they were rinsed twice in M9 buffer via centrifugation on a tabletop centrifuge at 1000 × *g* for 15 s, and then transferred to the appropriate RNAi.

### Worm trauma

Age-synchronized *C. elegans* were grown on EV or respective RNAi until day 1 of adulthood. Temperature-restrictive strains were grown at 25 °C to avoid the generation of progeny. Worms were rinsed off growth plates in M9 buffer and pelleted by centrifugation at 1000 × *g* for 15 s. One hundred microliters of worm pellets were then transferred by glass pipette to 2 ml Precellys tubes (Cat. No. 02-682-556, Thermo Fisher Scientific) in a total volume of 500 µl M9. Worms were allowed to settle for ~30 s before loading the tube(s) onto a Precellys Evolution (Bertin Corp, Rockville, MD). The worms were then agitated with the following settings: volume 2 ml, time 16 s, and frequency 6500–10,000 rpm. The range of agitation frequencies was utilized to define non-paralytic, paralytic, and lethal trauma. Worms displayed a paralytic but non-lethal response to agitation between 8600 and 9000 rpm, and this frequency was utilized for all experiments unless noted. Following agitation, worms were pelleted at 1000 × *g* for 15 s and transferred by glass pipette to recovery plates containing a lawn of the respective RNAi or EV on which they were grown. As a control, non-injured worms were likewise suspended in M9 for comparable lengths of time and then transferred to recovery plates without having received trauma.

### Paralysis assay

As described above, CF512 worms were injured at either 6500, 7500, 8600, 9000, or 10,000 rpm. Immediately following injury for three biological replicates, worms were transferred in M9 with a glass pipette to recovery plates in droplets containing 30–100 worms each. The number of paralyzed and non-paralyzed worms were counted in one or two droplets for each condition. Worms were scored as paralyzed if they failed to exhibit movement by thrashing in M9.

### Worm death assay

CF512 animals were injured at 6500, 7500, 8600, 9000, or 10,000 rpm and placed on recovery plates for 48 h. Worms were then rinsed off plates with M9 buffer, washed twice with fresh M9 buffer via 1000 × *g* centrifugation at room temperature for 30 s, and then stained with 1 μg/ml propidium iodide protected from light for 10 min with agitation. Following staining, worms were washed an additional time with M9 buffer, centrifuged (1000 × *g*) for 1 min at room temperature and then analyzed by large-particle flow cytometry, utilizing a 561 nm laser to excite propidium iodide incorporated into dead worms.

### Microscopy and neurodegeneration scoring

Non-injured control worms and injured worms were imaged 1 and 48 h post injury. Worms were mounted in M9 supplemented with 100 mM NaN_3_ on glass slides and coverslipped. Dopaminergic neurons and muscle cells were imaged on a Leica SP8 confocal microscope (Leica, Buffalo Grove, IL) with a ×20 objective under water immersion. PMD14 worms expressing GFP in GABAergic neurons were imaged with a ×10 objective with air immersion. Scoring dopaminergic neurons for degeneration was adapted from previous methods^90,91^. PMD13 worms expressing GFP in dopaminergic neurons were scored for the number of healthy or degenerate CEP neurons by manual counting after performing Z-stacks comprising the entire height of the worm head and obtaining a maximum projection of that Z-stack (LASX Software, Leica). Abnormal CEP neurons were counted when cell bodies were missing or fragmented, or when dendrites exhibited beading or breakage. To display the relative GFP fluorescence intensity of control or injured worms, Z-stacks were flattened by average projection (LASX Software). Image projections were analyzed by ImageJ (NIH, Bethesda, MD) to determine the peak GFP signal. For GABAergic neurons, maximum projections of confocal Z-stacks were analyzed to count the number of normal or abnormal GABA commissures along the body of the worm. Commissures were counted as abnormal if they exhibited breaks or beading. AGD1651 worms expressing myo-3p::LifeAct::mRuby to label muscular actin filaments were imaged in a single plane by confocal microscopy. Quantification was performed on the number of worms containing any signs of damaged muscle architecture (broken actin filaments) compared to normal architecture.

### Dye-filling

DiI (1,1′-Dioctadecyl-3,3,3′,3′-Tetramethylindocarbocyanine Perchlorate, cat. no. D3911, Thermo Fisher) was dissolved in dimethyl sulfoxide (DMSO) to a 20 mg/ml stock solution. CF512 worms were washed off plates with M9 buffer, then rinsed once with M9 buffer (1000 x g at room temperature for 30 s) and placed into 500 µl M9 with 0.01% Triton-X 100 and 1:200 DiI stock in a single well of a 9-well glass plate. Plates were protected from light and incubated for 1 h at room temperature with gentle rocking. Following incubation, worms were transferred to plates containing a fresh lawn of OP50 and further incubated for 1 h at room temperature. Worms were then rinsed off plates with M9 buffer, washed twice with fresh M9 buffer (1000 × *g* at room temperature for 30 s), and anesthetized with 250 mM Sodium Azide on NGM plates. DiI fluorescence was imaged using a Zeiss Axio Zoom.V16 (Zeiss, Oberkochen, Germany) with a Texas Red filter.

### Large-particle flow cytometry

Age-synchronized worms were analyzed by flow cytometry with a COPAS FP-250 flow cytometer (Union Biometrica, Holliston, MA) using the attached sample cup or acquired from a 96-well plate by an LP Sampler (Union Biometrica). The sample solution was comprised of M9 while the flow sheath solution contained a proprietary recipe, COPAS GP SHEATH REAGENT (PN: 300-5070-100, Union Biometrica). Flow data were collected and processed using the FlowPilot software (ver. 2.6.1, Union Biometrica). Further data processing was performed in Excel (Microsoft) and statistical analysis in Prism (Graphpad, San Diego, CA). Gating strategies to remove larvae, *E. coli*, worm doublets, and curled up worms are described in Supplementary Fig. 8. Extinction was detected using the 488 nm laser line with a 1.3ND filter and gain of 1.0. Propidium iodide and mCherry were excited using a 561 nm laser while GFP was excited with the 488 nm laser. Gains for fluorescence detection were set to 2.0 and PMT voltage adjusted within the linear range of the instrument and was consistent for each experiment.

### Manganese treatment

PMD13 worms were grown on OP50 bacteria at 25 °C until L3/L4 and then rinsed off plates with M9 buffer, washed once with fresh M9 buffer (1000 × *g* at room temperature for 30 s) and treated with either 50 mM Sodium Chloride solution (0 mM MnCl_2_) or 50 mM Manganese Chloride solution (50 mM MnCl_2_) for 1 h with agitation. Following incubation, worms were rinsed with M9 buffer three times (1000 × *g* at room temperature for 30 s) and placed upon recovery NGM plates containing OP50 bacteria. Worms were analyzed for dopaminergic GFP fluorescence 24 h later by large-particle flow cytometry.

### Behavioral assays

For gentle nose-touch assays, CF512 worms were grown on EV or *vhp-1* RNAi plates until day 1 of adulthood, at which point half of each condition were given paralytic trauma and the other half maintained as non-injured controls. Beginning 24 h post trauma and continuing every 24 h until day 4 post trauma, non-injured control and injured worms were assayed for nose-touch response, in which an eyelash was gently brushed along a side of the worm nose. A positive response was scored when the worm stopped and performed a reversal in movement. This procedure was repeated five times for each worm scored, and each worm was given a value representing the percent of positive responses to nose touch. The nose-touch assay was only performed on injured worms which clearly exhibited the ability to move.

Chemotaxis assays were performed on 60 mm chemotaxis plates (1.6% agarose, 5 mM KPO_4_, pH 6.0, 1 mM MgSO_4_, and 1 mM CaCl_2_), which were prepared by delineating four quadrants on each plate with a central 1 cm circle. A 2 µl drop of 1 M sodium azide was added near the center-edge of each quadrant, followed by a 2 µl drop of 10% butanol in ethanol (chemoattractant) on two opposite quadrants, or a 2 µl drop of ethanol (control) in the other two quadrants. Injured or non-injured CF512 worms (~100) were placed in the 1 cm diameter circle in the middle of the 60 mm chemotaxis plates. Worms were allowed to chemotax for 1 h at 20 °C, after which point the number of worms that had moved to each quadrant was counted and the chemotactic index calculated according to the formula:

1 $${\mathrm{Chemotactic}}\;{\mathrm{Index}} = \frac{{\left( {\# \mathrm{butanol}} \right) - (\# {\mathrm{ethanol}})}}{{(\# {\mathrm{total}})}}$$

To assess worm movement, non-injured control or injured CF512 worms were assayed for movement 48 h after injury. Single worms were gently picked off recovery plates with a worm pick and placed on fresh plates with a lawn of OP50 bacteria. Worms were allowed to move freely for 60 s, after which time their movement phenotype was manually scored.

### Reverse genetic screening

Genes significantly upregulated by microarray in day 1 adult injured animals were filtered based on expression threshold >1, expression in mechanosensory neurons, availability in the Vidal RNAi library, and human homology by BLAST. These genes were knocked down by RNAi in PMD13 worms, and the worms were subjected to moderate trauma as described above. Dopaminergic GFP fluorescence was scored 48 h later by large-particle flow cytometry. The relative loss of GFP signal in injured versus uninjured animals was calculated for each RNAi condition and compared to the signal lost in injured animals raised on EV bacteria during that experiment. This value was termed the “Dopaminergic GFP Index” and is given by the formula:

2 $${\mathrm{GFP}}\,{\mathrm{Index}} = \frac{{({\mathrm{EV}} - {\mathrm{RNA}}i)}}{{({\mathrm{EV}} - 1)}}$$

where EV represents the GFP fluorescence in the population of injured over uninjured worms for the empty vector condition used as a control for each independent experiment. “RNAi” likewise represents the retained GFP fluorescence from the proper RNAi condition.

### Western blotting

Unless noted, western blot analyses were performed on Day 1 adult animals. Age-synchronized worms were rinsed in M9 buffer, pelleted by centrifugation at 1000 × *g* at room temperature for 30 s, washed once with M9 buffer (1000 × *g* at room temperature for 30 s), and transferred in minimal volume to a 1.5 ml microcentrifuge tube. Worm pellets were flash frozen in liquid nitrogen and stored at −80 °C until processed. Worm extracts were generated by glass and zirconia bead-beating in the presence of denaturing lysis buffer (50 mM HEPES pH 7.4, 150 mM NaCl, 1 mM EDTA, 0.5% SDS, 1% Triton-X 100, 1X EDTA-free protease inhibitor cocktail (Roche), and 1× phosSTOP phosphatase inhibitor cocktail (Roche). Raw lysates were centrifuged at 10,000 × *g* for 5 min at 4 °C and supernatants were transferred to a fresh tube. Protein concentration was determined by BCA protein quantification kit (Thermo Scientific). All protein samples for an experiment were adjusted to an equivalent concentration by the addition of denaturing lysis buffer. Lysates were supplemented 1:1 with 2× SDS sample buffer and boiled at 90 °C for 10 min, resolved by bis/acrylamide SDS-PAGE electrophoresis, transferred to nitrocellulose membranes, and subjected to analysis by western blot. Band intensities were quantified by ImageJ (NIH) or Image Studio Lite (ver. 5.2, Licor, Lincoln, NE) and normalized to tubulin. Filter trap analysis was performed on worm extracts supplemented to a final concentration of 0.1% SDS and allowed to filter through equilibrated cellular acetate membranes via BioRad slot-blot apparatus by gravity. Wells were allowed to dry before immunoblotting with anti-GFP antibodies and visualized by Licor.

### Co-immunoprecipitation

Frozen worm pellets were lysed by glass/zirconia bead beating in the presence of CHAPS lysis buffer (50 mM HEPES pH 7.4, 100 mM NaCl, 1 mM EDTA, 1% CHAPS, and 1× EDTA-free protease inhibitor cocktail (Roche)). Lysate protein concentrations were determined by BCA protein quantification kit. 2 mg/ml of protein was added to 1 µg primary antibody in 400 µl total volume of CHAPS lysis buffer and incubated with rotation at 4 °C for 1 h. VHP-1::GFP was immunoprecipitated with mouse anti-GFP monoclonal antibody (Cat. No. 11814460001, Roche). A portion of raw lysate was saved for analysis of total protein input. Following incubation, 100 µl Protein A or G magnetic bead (Surebeads, Cat. No. 1614013 and 1614023, Bio-Rad, Hercules, CA) slurry washed four times with ice-cold native lysis buffer (50 mM HEPES pH 7.4, 100 mM NaCl, 1 mM EDTA, 1% Triton-X 100) was added to each sample, and samples were incubated for an additional hour at 4 °C with rotation. The beads were then pelleted by magnet and washed five times with ice-cold native lysis buffer. Proteins were eluted by addition of 1X sample buffer and boiling at 90 °C for 10 min.

### Quantitative PCR

Quantitative, reverse-transcriptase PCR (qPCR) was performed on day 1 adult CF512, KB3, and PMD60 worm strains. Worms were age-synchronized by hypochlorite treatment and grown on respective RNAi or EV at 25 °C until D1 of adulthood. Worms were washed off plates with M9 buffer and collected by centrifugation at 1000 × g for 30 s at room temperature prior to receiving either moderate trauma (treatment group) or no trauma (control group). The treatment group was recovered for 1 h at 20 °C on a lawn of appropriate RNAi. Worms were harvested in TRIzol (ThermoFisher Scientific) flash-frozen in liquid nitrogen and retained at −80 °C until processing. Total RNA was extracted by freeze-thawing three times with vortexing followed by a chloroform/phenol and isopropanol precipitation extraction process. RNA pellets were rinsed twice with 75% ethanol, air-dried, and re-suspended in 20–50 µl molecular biology grade water. A DeNovix spectrometer (DS-11 FX+, DeNovix, Wilmington, DE) was used to measure RNA concentration, 260/280 ratios, and 260/230 ratios. Utilizing the QuantiTect Reverse Transcription kit (Qiagen), 1 µg of RNA was used to synthesize cDNA following the manufacturer’s instructions, including the gDNA wipeout step. For qPCR, 20 µl reactions were performed using the iTaq^TM^ Universal SYBR® Green Supermix kit (Bio-Rad) with 5 ng cDNA per well in a CFX384 Real-Time System (Bio-Rad). Each sample was loaded in technical triplicate, and at least three biological replicates were analyzed for each condition. Fidelity of PCR reactions was examined by melting curve analysis. Melting curves with >1 significant peak were excluded from technical triplicates during analysis. The relative transcript levels for each target gene and two housekeeping genes, *tba-1* and Y45F10D.4, were calculated with the ∆Ct method. The geometric mean of the two housekeeping transcripts were used to normalize target gene expression. Forward (FWD) and reverse complement (REV) primers are listed in Supplementary Table 3.

### Closed head traumatic brain injury

Group-housed, B6D2F1 mice at 8–10 weeks of age at 21–23 °C and 35–70% humidity were allowed access to food and water *ad libitum* and treated in accordance with approved IACUC protocols. The closed-head traumatic brain injury device consisted of an upright, railed-guided weight drop composed of an aluminum body and equipped with a speed monitoring device to measure the impact velocity of the weight drop. The modular weight system consisted of a 50 ml polypropylene conical tube with lead ball bearings at 220 g. The weighted conical tube lands on the brass impactor containing a slightly concave nylon tip which is in direct contact with the mouse head and centered along the sagittal suture of the skull. Before injury, mice were anesthetized (2% isofluorane) and placed on a thick memory foam cushion on a height-adjustable platform. The weight is dropped by activating an electronic trigger followed by a 1 m drop. After recovery, mice were placed back in their cage with food and water *ad libitum*. Control mice received only anesthesia and were not subjected to impact.

### Cloning

All plasmids generated for this study were assembled utilizing a Gibson Assembly Kit (Cat. No. E5510S, NEB, Ipswich, MA) following the manufacturer’s recommended protocol utilizing 0.02 pmol vector and 0.06 pmol of each insert. *Vhp-1* was cloned from *C. elegans* cDNA and subsequently cloned into linearized pNB1 and pNB20 (provided by Dr. Andrew Dillin) plasmid vectors with mCherry cloned from pRL2980 (med-1p::mCherry::mex-3, provided by Dr. Rueyling Lin). Primers containing 15–20 nucleotide homologous overhangs were utilized to amplify the vector backbone and fragments for assembly. Vectors and fragments were amplified using Q5 High-fidelity polymerase (Cat. No. M0492S, NEB) master mix, and PCR settings: initial denaturing 95 °C, 30 s (hot start), 95 °C for 10 s, 60 °C annealings for 30 s, and 72 °C extensions for 30–240 s, repeated for 2 cycles. Followed by: 95 °C for 10 s, 68–72 °C annealing for 30 s, and 72 °C extensions for 30–240 s, 72 °C for 5 min final extension, repeated for 33 cycles. Following PCR, products were loaded onto a 0.8% agarose/TBE gel and electrophoresis was performed at 120 V for 1–2 h. Bands of interest were excised from the gel and gel purified using a Zymoclean Gel DNA Recovery Kit (Cat. No. D4007, Zymo Research, Irvine, CA) following the manufacturer’s instructions. The concentration of gel-purified DNA was measured with a DeNovix DS-11 FX+.

### Worm microinjections

Worms were injected using a FemtoJet 4i (Eppendorf, Hamburg, Germany) attached to a Leica DMi8 inverted stereomicroscope (Leica) using 0.78 mm ID/1.0 mm OD pulled glass capillaries. Injection solutions contained 100 ng/µl of plasmid in molecular biology grade water. For injections with multiple plasmids, the injection mixture contained 100 ng/µl of each plasmid. Injection solutions were loaded into glass needles by the capillary effect and needle tips were broken by gently tapping against the edge of a glass coverslip. Young adult worms were mounted in Halocarbon 700 oil (Cat. No. H8898, Sigma Aldrich, St. Louis, MO) and injected once in each arm of the gonad. Injection efficiency was monitored by visualization of the gonad expanding upon injection. The animals were then suspended in M9 and recovered onto a fresh lawn of OP50.

### Microarray

CF512 worms were grown to either Day 1 or Day 4 of adulthood and given moderate injury on a Precellys 24 (Bertin) at max settings for 20 s. Samples were collected 1 h post injury in biological triplicates. Raw expression data were obtained with the Affymetrix *C. elegans* Genome Array. Total RNA was purified from worms by phenol/chloroform extraction followed by isolation with the RNeasy mini kit (Qiagen). Preprocessing of raw expression data was performed using Bioconductor^92^ and the GC-RMA method^93^. Processing included multi-chip averaging, background adjustment, and quantile normalization. Analysis of gene regulation was performed in MATLAB. Genes were considered significantly regulated by injury when fold change was ≥2.0 and *p*-value ≤ 0.05 (unpaired *t*-test). Significantly regulated genes by trauma were compared to other published transcriptional stress responses [accession numbers: GDS4568^58^, GDS1379^94^, GDS4570^95^, GSE91073^96^, and GSE100814^97^] by cross-correlation analysis in MATLAB. Also compared was heat shock transcription from ref. ^98^. PANTHER (http://pantherdb.org/) and the WormBase Enrichment Analysis tool (https://wormbase.org/tools/enrichment/tea/tea.cgi) were utilized for GO-term enrichment analysis. Enriched terms with False Discovery Rate (FDR) corrected *p*-value of ≤0.1 were considered significant. Raw data deposited in NCBI Geo Datasets (GSE148325, ID 200148325).

### Cross-correlation analysis

Each *C. elegans* dataset was filtered for genes significantly regulated in our worm trauma dataset. These expression data (as fold-change values) were loaded into MATLAB using the “importdata” function. Each dataset was then normalized by subtracting the mean and dividing by standard deviation. Following normalization, NaN values were removed from datasets using a custom MATLAB function incorporating the MATLAB “isnan” function and each individual dataset filtered and concatenated such that expression data from each gene contained the same index in each dataset. To generate a cross-correlation matrix, all normalized expression datasets were used as column inputs to the “corrcoef” function, giving the cross-correlation values.

### Illumina RNA sequencing (RNAseq)

Three biological replicates of day 1 adult PMD60 worms were collected for each of the following conditions: EV uninjured, EV injured, *vhp-1* RNAi uninjured, and *vhp-1* RNAi injured. Samples were collected one hour after injury. RNA was purified by chloroform/phenol extraction followed by isopropanol precipitation and two washes with 75% ethanol before resuspension in 50 µl molecular biology grade water. Quality control, mRNA purification, and paired-end 150 bp Illumina sequencing was performed by Novogene (Sacramento, CA). Briefly, mRNA was enriched using oligo(dT) beads, randomly fragmented in fragmentation buffer, and reverse transcribed to cDNA using random hexamers. Following first-strand synthesis, Illumina synthesis buffer was added with dNTPs, RNase H, and *E. coli* polymerase I to synthesize the second strand by nick-translation. The cDNA library was then purified, underwent terminal repair, A-tailing, and ligation of adapters before PCR enrichment. Before Illumina sequencing, the cDNA library concentration was quantified with a Qubit 2.0 fluorometer (Thermo Fisher) and sized with an Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA). Following sequencing, error rates were <0.03% for each sample and contained >99% clean reads when accounting for adapter related reads. Greater than 99% of all reads mapped to exons. RNAseq statistical analysis was performed using CLC software (version 9.5, CLC Bio, Aarhus, Denmark). Gene expression data were compared by Baggerly’s test with False Discovery Rate (FDR) correction. Genes were considered significantly regulated by trauma or *vhp-1* RNAi when absolute fold-change ≥2 and FDR *p*-value ≤ 0.05. Raw data deposited in NCBI Geo Datasets (GSE148337, ID 200148337).

### Short linear motif analysis

The VHP-1 protein sequence was analyzed using the APC/C Degron repository (http://slim.icr.ac.uk/apc/index.php) and the Eukaryotic Linear Motif (ELM) prediction server (http://elm.eu.org/) with a motif probability cutoff of 100. Statistically significant findings for degrons (black lines) or binding sites for components of the ubiquitin-proteasome pathway (red) were aligned with the full-length sequence of VHP-1.

### MG132 treatment

RNAi plates containing a lawn of EV bacteria were supplemented with either DMSO (vehicle) or DMSO + sufficient MG132 (Cat. No. S2619, Selleckchem, Houston, TX) to a final 50 µM working agar concentration. Following absorption of DMSO/MG132 into plates, day 1 adult KM20 worms were transferred in M9 buffer by glass pipette to prepared plates and incubated at 20 °C. At the indicated time-points, worms were washed from plates with M9 and snap-frozen in liquid nitrogen.

### Statistical analysis

All statistical analysis was performed using Prism 8 software (GraphPad) unless noted. Post-hoc analysis was determined by Prism recommendation. Reported are corrected *p*-values as follows: *p = 0.05–0.01, **p = 0.01–0.001, ***p = 0.001–0.0001, ****p < 0.0001. Statistical analysis of large-particle flow cytometry data was performed in both Prism and Excel. To evaluate large worm numbers across biological replicates, error propagation was performed according to the general formula:

3 $$\delta R = \sqrt {\left(\frac{{\partial R}}{{\partial X}} \ast \delta X\right)^2 + \left(\frac{{\partial R}}{{\partial Y}} \ast \delta Y\right)^2 + \ldots }$$

where *δR*, the total error within each independent repeat, is a function of each independent variable (*X, Y* …). For the particular case of error propagation for the dopaminergic GFP Index within each of multiple biological repeats, error is further added in quadrature and the function becomes:

4 $$\delta R = \sqrt {\mathop {\sum}\limits_X {\left(\frac{{\delta X}}{{1 - \mathrm{EV}}}\right)^2} }$$

where *δX* represents the error and *X* contains all biological replicates. EV is a constant determined by the relative loss of fluorescence observed in injured worms grown on EV bacteria during that experiment. Lastly, the total error within each repeat was added to the error between replicates in quadrature.

### Homology analysis

Worm genes were examined for annotated mammalian homologs in Wormbase (version: WS278). In the absence of annotated homologs, the amino acid sequences for worm gene products were examined in UniProt with BlastP against uniprotKB_mammals database using the blosum62 matrix with an E-Threshold = 10, matrix = Auto, and no filtering.

### Statistical analysis

Statistical analyses, including *t*-test, ANOVA, Chi-squared, and mixed-effects analysis, were conducted using Prism (version 8.4) and CLC genomics workbench (version 9.5).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

## Data Availability

All data generated and analyzed during this study are included in this article and its Supplementary Information and are also available from the authors upon reasonable request. Transcriptomic data files that support the findings of this study on mechanical stress in *C. elegans* have been deposited in the NCBI Gene Expression Omnibus (GEO). Illumina HiSeq 2500 datasets were assigned an accession code of GSE148337 and an identifier of 200148337. Affymetrix *C. elegans* Genome microarrays were assigned an accession code of GSE148325 and an identifier of 200148325. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Trauma-induced regulation of VHP-1 modulates the cellular response to mechanical stress
**Source:** Nat Commun. 2021 Mar 5;12:1484. doi: 10.1038/s41467-021-21611-8
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

**Supplementary Data 1: Protein classes corresponding to transcripts activated by mechanical stress.**

**Supplementary Data 2: Mechanical stress responsive transcripts within the nervous system.**

**Supplementary Data 3: Validation of stress responsive RNAi.** Availability and sequence validation of HT115 *E. coli* which express the respective RNAi constructs from either the Vidal or Ahringer library.

**Supplementary Data 4: Mechanical stress response screen.** Results from the blunt force trauma screen in Figure 3e. Transcriptional fold change as well as corresponding mammalian genes with homology or sequence similarity are provided.

**Supplementary Data 5: Additional statistics for Figures and Supplementary Figures.**

**Supplementary Data 6: Cross species comparison of transcriptional changes after trauma in worm and mouse.** Shown are mammalian genes with homology or sequence similarity in relation to stress responsive worm genes. Mouse transcriptional changes analyzed 4 hours after controlled cortical impact (CCI) compared to sham surgery. Reference Supplementary Figure 3d.

How the deposited data were processed for this re-analysis (not part of the article)

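RNAseq libraries of whole day 1 adult PMD60 worms were compared in 4 groups: EV uninjured (n = 3), EV injured (n = 3), *vhp-1* RNAi uninjured (n = 2) and *vhp-1* RNAi injured (n = 2), with injured worms collected 1 h after trauma. The authors mapped the reads to WBcel235 and analysed expression in CLC software (version 9.5), and the count values used here are the counts per gene as deposited, with no normalization. The RPKM values, also deposited by the authors, are the counts divided by transcript length and by the library total. The TPM values were deposited by the authors as well and were used only to check the other columns. The strand and mapping settings are not given in the sources used here. The methods name 3 replicates in every group, while the legend of Fig. 4h gives n = 3 for EV and n = 2 for *vhp-1* RNAi.

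The 14900 genes kept by filterByExpr with its defaults were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, after TMM normalization, with all 10 libraries in 1 fit without a block. The adjusted p-values (Benjamini-Hochberg) of genes come from this test unless another tool is named. A gene was called at an adjusted p of at most 0.05 and a fold change of at least 2. There were 5 comparisons: trauma in EV worms, *vhp-1* RNAi in uninjured worms, trauma in *vhp-1* RNAi worms, the difference between the 2 trauma responses, and *vhp-1* RNAi in injured worms. CPM are counts scaled by the library total and its TMM factor. Deposited RPKM of *jun-1* and *math-33* were compared with an exact permutation test. Total counts per library ran from 22231640 to 32626742. Ratios of genes with at most 3 counts in a group carry a 95% interval from the exact binomial distribution, or a bound against 3 counts over the group, and both cover counting error only.

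Gene lists, 42 in number, were fixed before the data were examined and tested with camera of limma 3.58.1 with a preset correlation of 0.01 and again with an estimated correlation, for lists with at least 5 members tested, with p-values adjusted over the lists. Lists among the shared genes were tested with Fisher's exact test, 1-sided, against all genes tested. Some lists come from the paper's Supplementary Data 2 and 4, which rest on a microarray of other animals. A name in a list was matched to a gene by its name in the table, or by a position with at least 90% reciprocal overlap.

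The rule for the genes named was fixed before the data were examined and has 5 parts. They are the genes the study names or that belong to the pathways it names; the 10 called genes with the largest rise and the 10 with the largest fall in the trauma and *vhp-1* RNAi comparisons, among genes with a mean of at least 50 counts whose groups do not overlap; the 10 genes higher in both with the largest smaller change; the up to 4 called members of each list with the largest change and its most abundant member; and the 5 largest rises and 5 largest falls of the trauma response in *vhp-1* RNAi worms and of its difference. Other genes named as members of a count of 6 or fewer were named after their values were seen.

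The analysis was tested on simulated data, in which 200 genes were changed by known folds. Alternatives numbered 18 set before the data were examined and 4 added afterwards. The first covered normalization, filters on low counts, DESeq2 1.42.0, the libraries in the fit, a replicate block, leaving out each library, thresholds, Baggerly's test, RPKM with pseudocounts of 0.5 and 0.1 in limma, and the list tests. Those added were the removal of each library's trend with transcript length (lowess, span 0.3), the omission of 2 libraries that lay apart, averaged effects, and EV groups of 2 and 2 libraries. Shared controls were simulated 20 times with no gene changed, and, after the data were seen, 20 times with the changes of the trauma and *vhp-1* RNAi comparisons (adjusted p of at most 0.05) placed on a common baseline, those of *vhp-1* RNAi moved at random among genes of like abundance. Each gene was drawn independently of the others.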

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

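Tests chosen only after results had been seen are the removal of the trend with transcript length, both effects averaged, EV groups of 2 and 2 libraries, the sperm list without 1 library, and the sperm genes against other genes of like length.

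Shared genes of trauma and *vhp-1* RNAi form the first pattern, with 488 genes higher in both. With both effects averaged, the number was 3.44 times that from independent lists. This argues against independent errors of single genes in the shared EV uninjured libraries as the whole source, since such errors cancel there if their spread is alike. A deviation common to those libraries would still enter both averaged effects with the same sign, so the averages cannot decide on it. With the libraries' trend with transcript length removed the number was 4.54 times, which argues against that trend as the whole source. Part of the excess may still come from the 3 shared libraries, which cannot be divided between the comparisons, and the number higher in both was 315 without EV uninjured replicate 2 and 320 without EV uninjured replicate 3. There are 10 ways to divide the 6 EV libraries into 3 and 3. The real groups called 1171 genes, and every other way called 0 in edgeR (up to 1748 at an unadjusted p under 0.05). So few ways cannot give a share under 0.05. Regulation by VHP-1 and preconditioning by its knockdown, the paper's explanations, both stay open from these libraries alone. The paper has other evidence, among it qPCR in which *vhp-1* RNAi raised *lys-3* and this rise needed KGB-1.

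A smaller response to trauma in *vhp-1* RNAi worms is the second pattern, drawn from an RNAseq comparison of injured with uninjured *vhp-1* RNAi worms that the paper's text does not report, where 396 genes rose and 35 fell. The test of the difference itself gave 48 genes with a smaller and 1 with a larger response than in EV worms, but the smaller numbered 171 without EV uninjured replicate 1, 8 without EV uninjured replicate 2, 7 without EV uninjured replicate 3, 26 without EV injured replicate 2, 134 without *vhp-1* RNAi uninjured replicate 2, 9 without *vhp-1* RNAi uninjured replicate 3, 4 without *vhp-1* RNAi injured replicate 1 and 17 without *vhp-1* RNAi injured replicate 3, and the larger 7 without EV uninjured replicate 1, 0 without EV uninjured replicate 2 or EV uninjured replicate 3 or EV injured replicate 2 or *vhp-1* RNAi uninjured replicate 3 or *vhp-1* RNAi injured replicate 1, 99 without *vhp-1* RNAi uninjured replicate 2 and 2 without *vhp-1* RNAi injured replicate 3, in edgeR (827 and 1623 larger and smaller at an unadjusted p under 0.05 with all libraries), and over the other alternatives the smaller ran from 6 to 258 and the larger from 0 to 52, the lowest with a test against a 2-fold change and the highest with DESeq2. Of the 48 genes, 44 were among the genes higher in both, so they are largely a part of the first pattern. The EV uninjured libraries enter both comparisons and the difference, and their share in this pattern was not tested. Like levels after injury cannot be the whole account over the 326 tested microarray genes, whose median change upon *vhp-1* RNAi in injured worms was 0.498. The 48 genes had a median change upon *vhp-1* RNAi of 2.56 before and 0.13 after injury. They were picked by the difference, which favours such values, so these medians decide nothing here. As an account of the smaller number called, groups of 2 libraries cannot be told apart from a smaller response. That account concerns the number called and not the medians over the microarray genes. These were 1.24 after trauma in EV and 0.857 in *vhp-1* RNAi worms, with a negative difference for 206 of 326 genes. EV groups of that size called 462 to 1322 genes higher over 9 choices (median 666), all more than in *vhp-1* RNAi worms but the lowest by less than 1.5 times. Over the microarray genes, the median difference stayed negative without either *vhp-1* RNAi uninjured library. It went from -0.35 to -0.248 without replicate 3 and to -0.30 without replicate 2. The first of these fell just short of -0.25, the bound set beforehand, so 1 library as the source was left undecided.

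Sperm genes higher and vitellogenins lower upon *vhp-1* RNAi are the third pattern, which may reflect animals of another reproductive stage. The median log2 fold change of the sperm genes was 1.50 without *vhp-1* RNAi uninjured replicate 3 and 1.80 without replicate 2, which argues against 1 library as the source, although the number called higher was 25 without EV uninjured replicate 2, 24 without EV uninjured replicate 3 and 18 without *vhp-1* RNAi uninjured replicate 3. With the trend with transcript length removed the median was 1.11 of 1.67 (just short of the share set beforehand as the bound) and 25 sperm genes were called higher, and with it in place their median excess over other genes of like length, a test chosen afterwards, was 0.96 (0.88 without *vhp-1* RNAi uninjured replicate 3), which argues against the trend as the source of all of it and leaves part open. The embryonic lineage genes had a median of -0.50 and the oocyte and germline genes -0.34 (camera adjusted p = 0.0135, adjusted p = 0.617 with an estimated correlation), but embryos say little of age in worms grown at 25 °C, which the paper uses for temperature-restrictive strains to avoid progeny, so age cannot be told apart from an effect of VHP-1. The vitellogenins called lower were 1 without EV uninjured replicate 1, 1 without EV uninjured replicate 2 and none without *vhp-1* RNAi uninjured replicate 3.

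Genes with the largest difference of the trauma response between *vhp-1* RNAi and EV worms were fungus-induced *fipr-22* (-5.45 log2) and *fipr-23* (-4.81), *F14F9.3* (-4.07), *B0205.13* (-3.63) and *F57H12.6* (-3.56), and with a larger response the patched-related gene *ptr-22* (1.96). The bZIP gene *zip-10*, given because the study names it and not for its rank, was also called (-2.16). Each differed between the groups in the test of the difference itself. Of these, *fipr-22* and *B0205.13* kept their calls without any 1 library. *fipr-23* was not called without EV uninjured replicate 2 or 3, EV injured replicate 2 or 3, *vhp-1* RNAi uninjured replicate 3 or *vhp-1* RNAi injured replicate 1 (adjusted p up to 0.202). *F14F9.3* was not called without EV uninjured replicate 2 or 3, *vhp-1* RNAi uninjured replicate 3 or *vhp-1* RNAi injured replicate 1 (adjusted p up to 0.189). *F57H12.6* was not called without EV uninjured replicate 2 or 3, *vhp-1* RNAi uninjured replicate 3 or *vhp-1* RNAi injured replicate 1 (adjusted p up to 0.189). *zip-10* was not called without EV uninjured replicate 2 or 3, EV injured replicate 2, *vhp-1* RNAi uninjured replicate 3 or *vhp-1* RNAi injured replicate 1 or 3 (adjusted p up to 0.189). *ptr-22* was not called without EV uninjured replicate 2 or 3, EV injured replicate 1, 2 or 3, *vhp-1* RNAi uninjured replicate 3 or *vhp-1* RNAi injured replicate 1 or 3 (adjusted p up to 0.349).

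In RNAseq of *vhp-1* RNAi worms with and without trauma, a comparison that the paper's text does not report, trauma raised *F44E5.4* by 7.27 log2, its near copy *F44E5.5* by 5.24, *F15E6.3* by 6.24 and *W09G12.7* by 6.08, and *tin-9.2*, which had 0 counts before and 367 after injury, was at least 129-fold higher against 3 counts over the group. It lowered *col-158* (-2.75), *flr-4* (-1.97), *nhr-114* (-1.93), the desaturase gene *fat-5* (-1.88) and *ZC266.1* (-1.84). The numbers that rose were 194 without *vhp-1* RNAi uninjured replicate 3 and about 1.4e+02 without *vhp-1* RNAi injured replicate 3, and those that fell 10 without *vhp-1* RNAi uninjured replicate 3, 8 without *vhp-1* RNAi injured replicate 1 and 3 without *vhp-1* RNAi injured replicate 3. *tin-9.2* was not called without EV uninjured replicate 1, 2 or 3, *vhp-1* RNAi uninjured replicate 2 or 3 or *vhp-1* RNAi injured replicate 1 or 3 (adjusted p up to 0.194). *col-158* was not called without *vhp-1* RNAi uninjured replicate 2 or 3 or *vhp-1* RNAi injured replicate 1 or 3 (adjusted p up to 0.180). *flr-4* was not called without *vhp-1* RNAi uninjured replicate 3 or *vhp-1* RNAi injured replicate 3 (adjusted p up to 0.133). *nhr-114* was not called without *vhp-1* RNAi injured replicate 3 (adjusted p = 0.0709). *ZC266.1* was not called without *vhp-1* RNAi uninjured replicate 3 or *vhp-1* RNAi injured replicate 1 or 3 (adjusted p up to 0.0767).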

How the results depend on the processing

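Alternatives chosen only after the data were seen are the removal of the trend with transcript length, the omission of EV injured replicate 3 with *vhp-1* RNAi uninjured replicate 3, and both effects averaged. The cause of each change given here was not tested, except that a stricter threshold leaves fewer genes to call. In simulated data edgeR recovered 29.9% of 2-fold changes in trauma in *vhp-1* RNAi worms and 7.46% of those in the difference of the responses, so most changes of that size were not called at these thresholds, and how much of this comes from depth was not tested. The replicate block rests on numbers that need not pair libraries: across genes, deviations of libraries from their group means correlated at -0.23 to 0.31 (median 0.012) for 12 pairs of the same number in different groups and at -0.31 to 0.25 (median -0.00079) for 25 pairs of other numbers. With EV uninjured against EV injured libraries of the same number these were -0.21, -0.049 and -0.23. The share of genes changed by *vhp-1* RNAi that rose went from 74.7% to 65.7% with the trend with transcript length removed. Of 10351 values of named genes under the alternatives, 9283 kept direction and side of the threshold, 901 lost a call, 88 gained 1 and 79 changed sign, and of 1008 values of lists 785, 127, 67 and 29 did.

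Upper quartile factors gave 7 genes lower in both. No filter on low counts gave 15 larger responses and 101 smaller responses. At least 10 counts in every library gave 0 larger responses and 7 genes lower in both. DESeq2 gave 197 genes lower after trauma, 60 genes lower after trauma in *vhp-1* RNAi worms, 52 larger responses, 258 smaller responses and 26 genes lower in both. Only the libraries compared gave 16 genes lower after trauma in *vhp-1* RNAi worms. A replicate block gave 256 genes higher after trauma in *vhp-1* RNAi worms, 0 larger responses, 9 smaller responses, 42.9% of the trauma genes shared and 10 genes lower in both. No minimum fold gave 776 genes lower after trauma, 914 genes lower upon *vhp-1* RNAi, 797 genes higher in both, 51.4% of the trauma genes shared and 136 genes lower in both. A test against a 2-fold change gave 320 genes higher after trauma, 2 genes lower after trauma, 414 genes higher upon *vhp-1* RNAi, 81 genes lower upon *vhp-1* RNAi, about 1.0e+02 genes higher after trauma in *vhp-1* RNAi worms, 1 gene lower after trauma in *vhp-1* RNAi worms, 0 larger responses, 6 smaller responses, 88 genes higher in both, 27.5% of the trauma genes shared, 0 genes lower in both, *jun-1* after trauma at 1.39 (adjusted p = 0.468) and *vhp-1* upon its RNAi at -1.39 (adjusted p = 0.544). Baggerly's test and a t reference gave 23 genes higher after trauma, 0 genes lower after trauma, 3 genes higher upon *vhp-1* RNAi, 0 genes lower upon *vhp-1* RNAi, 0 genes higher in both, 0% of the trauma genes shared, 0 genes lower in both, *jun-1* after trauma at 1.38 (adjusted p = 0.25) and *vhp-1* upon its RNAi at -1.33 (adjusted p = 0.515). Baggerly's test and a normal reference gave 217 genes lower after trauma, 42.8% of the trauma genes shared and 35 genes lower in both. RPKM plus 0.5 in limma gave 273 genes lower upon *vhp-1* RNAi, 21 genes lower after trauma in *vhp-1* RNAi worms, 12 smaller responses and 6 genes lower in both. RPKM plus 0.1 in limma gave 23 genes lower after trauma in *vhp-1* RNAi worms, 13 smaller responses, 51.3% of the trauma genes shared and 9 genes lower in both. Averaging of the *vhp-1* RNAi effect over injury gave 33.6% of the trauma genes shared and 6 genes lower in both. Removal of the trend with transcript length gave 54 genes lower after trauma in *vhp-1* RNAi worms, 5 larger responses, 41.9% of the trauma genes shared and 30 genes lower in both. Leaving out both EV injured replicate 3 and *vhp-1* RNAi uninjured replicate 3 gave 66 genes lower after trauma, 0 larger responses, 15 smaller responses, 41.6% of the trauma genes shared, 3 genes lower in both and *vhp-1* upon its RNAi at -0.87 (adjusted p = 0.0741). Averaging of both effects gave 286 genes higher in both, 38.5% of the trauma genes shared and 6 genes lower in both. Where a count was 0, the unadjusted p was under 0.05 with all libraries for 827 larger responses in edgeR, for 1968 and 2135 genes lower after trauma and upon *vhp-1* RNAi in edgeR, and with Baggerly's test and a t reference for 1361 genes higher and 1635 lower after trauma, and 1638 and 1222 upon *vhp-1* RNAi.

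Over all settings the adjusted p of *jun-1* after trauma ran from 3.2e-09 to 0.468 and that of *vhp-1* upon its RNAi from 0.00136 to 0.544. *jun-1* was called without any 1 library, at 1.22 to 1.48 log2. Leaving out 1 library moved these results. Genes lower after trauma went from 127 to 33 without EV uninjured replicate 2, 53 without EV uninjured replicate 3, 236 without EV injured replicate 1 and 45 without EV injured replicate 3. Genes lower upon *vhp-1* RNAi went from 556 to 356 without EV uninjured replicate 2, 348 without *vhp-1* RNAi uninjured replicate 3 and 691 without *vhp-1* RNAi uninjured replicate 2. Genes higher after trauma in *vhp-1* RNAi worms went from 396 to 194 without *vhp-1* RNAi uninjured replicate 3, about 1.4e+02 without *vhp-1* RNAi injured replicate 3 and 514 without EV injured replicate 3. Genes lower after trauma in *vhp-1* RNAi worms went from 35 to 10 without *vhp-1* RNAi uninjured replicate 3, 8 without *vhp-1* RNAi injured replicate 1, 3 without *vhp-1* RNAi injured replicate 3 and 40 without EV uninjured replicate 1. Larger responses went from 1 to 7 without EV uninjured replicate 1, 0 without EV uninjured replicate 2 or 3, EV injured replicate 2, *vhp-1* RNAi uninjured replicate 3 or *vhp-1* RNAi injured replicate 1, 99 without *vhp-1* RNAi uninjured replicate 2 and 2 without *vhp-1* RNAi injured replicate 3. Smaller responses went from 48 to 171 without EV uninjured replicate 1, 8 without EV uninjured replicate 2, 7 without EV uninjured replicate 3, 26 without EV injured replicate 2, 134 without *vhp-1* RNAi uninjured replicate 2, 9 without *vhp-1* RNAi uninjured replicate 3, 4 without *vhp-1* RNAi injured replicate 1 and 17 without *vhp-1* RNAi injured replicate 3. Genes higher in both went from 488 to 315 without EV uninjured replicate 2, 320 without EV uninjured replicate 3 and 681 without EV uninjured replicate 1. Percent shared went from 46.7 to 54.3 without EV uninjured replicate 1, 42.2 without EV uninjured replicate 3, 43.3 without EV injured replicate 2, 41.2 without *vhp-1* RNAi uninjured replicate 2 and 38.2 without *vhp-1* RNAi uninjured replicate 3. Genes lower in both went from 16 to 29 without EV uninjured replicate 1, 2 without EV uninjured replicate 2, 3 without EV uninjured replicate 3, 27 without EV injured replicate 1, 5 without EV injured replicate 2, 9 without EV injured replicate 3, 75 without *vhp-1* RNAi uninjured replicate 2, 7 without *vhp-1* RNAi uninjured replicate 3 and 8 without *vhp-1* RNAi injured replicate 1 or 3. *vhp-1* upon its RNAi went from -1.39 to -1.41 (adjusted p = 0.0534) without EV uninjured replicate 1, -1.32 (adjusted p = 0.0966) without EV uninjured replicate 2, -1.43 (adjusted p = 0.0680) without EV uninjured replicate 3, -1.39 (adjusted p = 0.0553) without EV injured replicate 2, -0.87 (adjusted p = 0.242) without *vhp-1* RNAi uninjured replicate 3 and -2.15 without *vhp-1* RNAi uninjured replicate 2. A group of 2 then has 1 library, whose spread is taken to be like that of the others.

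Log2 fold changes that changed sign, of genes not called either way, were as follows. DESeq2 size factors gave *unc-54* -0.0062 upon *vhp-1* RNAi. Library totals alone gave *rpn-2* 0.033 upon *vhp-1* RNAi. Upper quartile factors gave *rpn-2* 0.038 upon *vhp-1* RNAi. No filter on low counts gave *mpk-1* 0.0047 after trauma in *vhp-1* RNAi worms. At least 10 counts in every library gave *rpn-2* 0.031 upon *vhp-1* RNAi. DESeq2 gave *unc-54* -0.0062 upon *vhp-1* RNAi. A replicate block gave *dlk-1* -0.011 after trauma in *vhp-1* RNAi worms, *kreg-1* 0.048 in the difference of the trauma responses. Baggerly's test and a t reference gave *rpn-2* 0.0075 upon *vhp-1* RNAi. Baggerly's test and a normal reference gave *rpn-2* 0.0075 upon *vhp-1* RNAi. RPKM plus 0.5 in limma gave *rpn-2* 0.078 upon *vhp-1* RNAi, *fos-1* 0.00011 in the difference of the trauma responses. RPKM plus 0.1 in limma gave *rpn-2* 0.078 upon *vhp-1* RNAi. Averaging of the *vhp-1* RNAi effect over injury gave *daf-16* 0.072, *numr-1* 0.17, *hsp-1* -0.074, *gst-1* -0.023, *mec-5* -0.30, *unc-54* -0.27, *spe-39* 0.027 upon *vhp-1* RNAi. Removal of the trend with transcript length gave *hsp-6* 0.013, *rpn-2* 0.13, *pezo-1* 0.23, *vit-6* 0.14 after trauma in EV worms, *daf-16* 0.046, *gst-1* -0.056, *rpn-2* 0.29, *pezo-1* 0.22, *vit-6* 0.13 upon *vhp-1* RNAi, *dlk-1* -0.049, *daf-16* -0.14 after trauma in *vhp-1* RNAi worms, *mlk-1* -0.0092, *mtl-1* 0.36 in the difference of the trauma responses. Leaving out both EV injured replicate 3 and *vhp-1* RNAi uninjured replicate 3 gave *hsp-6* 0.053, *pezo-1* 0.18, *vit-6* 0.017 after trauma in EV worms, *hsp-1* -0.088, *atf-7* 0.0028, *mec-5* -0.13, *unc-54* -0.19 upon *vhp-1* RNAi, *dlk-1* -0.14, *daf-16* -0.14, *mtl-2* 0.0091 after trauma in *vhp-1* RNAi worms, *vhp-1* -0.26, *mtl-1* 0.11 in the difference of the trauma responses. With 1 library left out at a time, these log2 fold changes included both signs. After trauma in EV worms it was -0.31 to 0.0100 for *hsp-6*, -0.46 to 0.14 for *pezo-1*. Upon *vhp-1* RNAi it was -0.90 to 0.16 for *hsp-16.2*, -0.19 to 0.22 for *unc-54*, -0.25 to 0.19 for *rpn-2*, -0.073 to 0.30 for *xbp-1*, -0.81 to 0.054 for *klp-20*, -0.076 to 0.27 for *gpdh-2*, -0.087 to 0.38 for *hsp-1*, -0.51 to 0.0042 for *atf-7*, -0.13 to 0.78 for *mec-5*. After trauma in *vhp-1* RNAi worms it was -0.15 to 0.068 for *mpk-1*, -0.14 to 0.43 for *dlk-1*, -0.14 to 0.32 for *daf-16*, -0.62 to 0.080 for *mtl-2*, -0.14 to 0.79 for *mtl-1*. In the difference of the trauma responses it was -0.39 to 0.76 for *hsp-16.2*, -0.63 to 0.54 for *fos-1*, -0.51 to 0.065 for *dlk-1*, -0.83 to 0.23 for *mtl-1*, -0.80 to 0.14 for *jun-1*, -1.31 to 0.23 for *kreg-1*, -0.12 to 1.26 for *C10C5.5*.

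Lists whose direction changed had these adjusted p-values (camera unless another test is named). DESeq2 size factors gave proteasome 0.944 upon *vhp-1* RNAi, metal and cadmium response 0.986, nuclear hormone receptors 0.986 after trauma in *vhp-1* RNAi worms, mitochondrial unfolded protein response 0.943 in the difference of the trauma responses. Library totals alone gave metal and cadmium response 0.986, nuclear hormone receptors 0.986 after trauma in *vhp-1* RNAi worms, mitochondrial unfolded protein response 0.971 in the difference of the trauma responses. Removal of the trend with transcript length gave locomotion (unc genes) 0.337, vitellogenins 0.407 after trauma in EV worms, proteasome 0.721, mechanosensitive channels 0.485, body wall muscle 0.427 upon *vhp-1* RNAi, ER unfolded protein response 0.887, KGB-1 and JNK cascade 0.970, neuropeptides 0.876, mechanosensitive channels 0.887, locomotion (unc genes) 0.914, vitellogenins 0.0300, sperm 0.275, embryonic lineage 0.887, F-box and MATH domain 0.887 in the difference of the trauma responses. Fry's directional test gave proteasome 0.694, histones 0.904 after trauma in EV worms, mitochondrial unfolded protein response 0.441, body wall muscle 0.953 upon *vhp-1* RNAi, infection response genes 0.554 after trauma in *vhp-1* RNAi worms, cytosolic heat shock 0.868, intracellular pathogen response 0.850, vitellogenins 0.921 in the difference of the trauma responses.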

Differences from the paper's values

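The counts and the percentage that the paper states in its text or shows in its figures lay within 1.5 times the values found here with edgeR at the same thresholds, and its *jun-1* levels within 1.5 times those of the deposited RPKM. Some counts and the percentage lay outside that range in other settings. Baggerly's test with a t reference gave 23 genes higher after trauma, 3 upon *vhp-1* RNAi and 0 in both (1361 and 1638 in the separate comparisons at an unadjusted p under 0.05), against 1013, about 1600 and 460 in the paper. The test against a 2-fold change gave 320, 414 and 88, with 27.5% of the trauma genes shared, and no minimum fold gave 1552 after trauma and 797 in both. The paper calls *math-33* significantly lower after trauma by RNAseq. It also reports a fall by qPCR in wild-type worms, which was absent in *kgb-1(um3)* mutants. In the RNAseq counts of injured against uninjured EV worms, the log2 fold change of *math-33* was -0.74, with an adjusted p of 0.0627 over all genes tested in edgeR. Of the alternatives set before the data were examined, the log2 fold change (and adjusted p) was -0.77 (0.0257) with DESeq2, -0.76 (0.00897) with Baggerly's test and a normal reference, -0.76 (0.0474) with library totals alone, -0.74 (0.0429) with no filter on low counts, -0.78 (0.0467) and -0.79 (0.0476) with RPKM plus 0.5 and 0.1 in limma, -0.94 (0.0491) without EV injured replicate 1 and -0.74 (0.0499) without *vhp-1* RNAi uninjured replicate 2. The adjusted p was above 0.05 under the others: -0.77 (0.0616) with DESeq2 size factors, -0.67 (0.0799) with upper quartile factors, -0.71 (0.0680) with at least 10 counts in every library, -0.77 (0.0710) with only the libraries compared, -0.79 (0.0611) with a replicate block, -0.76 (0.315) with Baggerly's test and a t reference, -0.74 (1) against a 2-fold change, and without any 1 of the other libraries. The log2 fold change ran from -0.94 to -0.52 with 1 library left out at a time, and the fold was under 2 in every setting. The value of *math-33* with the trend with transcript length removed is not listed here. The paper also states that trauma left the expression of HSP-16.2 unaltered. It does so beside its screen of genes from the microarray, which used other animals, another strain, another platform and other settings for the injury, and it names no data for the statement. In the RNAseq libraries the *hsp-16.2* transcript went from 1.55 ± 1.07 to 14.5 ± 2.76 CPM (SD, n = 3 each), a log2 fold change of 3.21 (standard error 0.40, adjusted p = 2.2e-04). It was called in every alternative except Baggerly's test with a t reference (adjusted p = 0.249), with a log2 fold change from 2.85 to 3.92 over all alternatives.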

Other observations

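Genes named here beyond the rule, with few counts in 1 group, were chosen after their values were seen. Members of the large family with F-box or MATH domains, many of which help select proteins for degradation, went both ways upon *vhp-1* RNAi in uninjured worms, with 41 of 381 higher and 71 lower (49 and 83 when adjusted over the list alone; camera adjusted p = 0.0286, adjusted p = 0.692 with an estimated correlation). On the log2 scale, *fbxa-36* rose by 3.10 (standard error 0.39, adjusted p = 2.6e-04) and *bath-46* by 2.37 (standard error 0.48, adjusted p = 0.00497). The number lower was 44 without EV uninjured replicate 2, 46 without *vhp-1* RNAi uninjured replicate 2 and 37 without *vhp-1* RNAi uninjured replicate 3. Cytochrome P450 genes did likewise, with 15 of 62 higher and 7 lower (16 and 7 when adjusted over the list alone): *cyp-13A10* rose by 2.97 (standard error 0.31, adjusted p = 6.8e-05) and *cyp-34A2* fell, at -4.31 (standard error 0.47, adjusted p = 8.9e-05). Of 59 UDP-glucuronosyltransferase genes, 12 were higher and 2 lower, *ugt-63* and *ugt-32* (13 and 2 when adjusted over the list alone). The number higher was 7 without *vhp-1* RNAi uninjured replicate 2, and *ugt-32* was not called without *vhp-1* RNAi uninjured replicate 3. *ugt-36* rose by 3.31 (standard error 0.54, adjusted p = 0.00141). Of 129 cuticle collagen genes, 8 were higher and 13 lower (8 and 13 when adjusted over the list alone). Those higher numbered 15 without EV uninjured replicate 1, 5 without EV uninjured replicate 2 and 4 without *vhp-1* RNAi uninjured replicate 3, and those lower 7 without EV uninjured replicate 1, 5 without *vhp-1* RNAi uninjured replicate 2 and 23 without *vhp-1* RNAi uninjured replicate 3. *col-173* rose by 3.13 (standard error 0.52, adjusted p = 0.00155) and *col-43* fell, at -4.98 (standard error 0.50, adjusted p = 6.3e-05).

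In injured worms, *vhp-1* RNAi against EV gave 1118 genes higher and 811 lower (n = 2 against 3). The kinase gene *kgb-1* was among those higher, with a log2 fold change of 1.06 (standard error 0.21, adjusted p = 0.00501), with *cyp-13A5* at 1.44 (standard error 0.24, adjusted p = 0.00212), *zip-5* at 1.16 (standard error 0.28, adjusted p = 0.0148) and *pqm-1* at 1.04 (standard error 0.17, adjusted p = 0.00184). The metallothionein genes, which bind metals, were lower: *mtl-2* had -1.98 (standard error 0.36, adjusted p = 0.00341) and *mtl-1* -1.21 (standard error 0.37, adjusted p = 0.0422). These values were not computed with 1 library left out. Of the 1044 genes raised by trauma in EV worms, 312 were also called higher after trauma in *vhp-1* RNAi worms and 867 had a log2 fold change above 0 there, with medians of 1.60 in EV and 0.86 in *vhp-1* RNAi worms. These genes were picked in EV worms, and the genes called higher after trauma in *vhp-1* RNAi worms numbered 194 without *vhp-1* RNAi uninjured replicate 3 and about 1.4e+02 without *vhp-1* RNAi injured replicate 3.

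Some genes had few or no counts in the *vhp-1* RNAi uninjured libraries. *tin-9.2* had 788 counts over the EV uninjured libraries and 0 over the *vhp-1* RNAi uninjured libraries, at least 225-fold lower, a bound that covers counting error only. It varied within a group, with 3.42, 0 and 0 CPM in EV injured replicates 1, 2 and 3. It had 367 counts over the *vhp-1* RNAi injured libraries. *Y48E1B.8* had 369 and 0 counts over the EV uninjured and *vhp-1* RNAi uninjured libraries, at least 106-fold lower. *F56D6.9* had 2000 and 2 counts, a ratio of 858 (237 to 7092, 95% interval for counting error only), and *dct-8* 249 and 2, a ratio of 107 (29.3 to 887). Of the genes the study names or that belong to the pathways it names, *hsp-16.1* and *numr-2* were not tested, with at most 20 and 4 counts in any library.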
